# Formula feeding and immature gut microcirculation promote intestinal hypoxia, leading to necrotizing enterocolitis

**DOI:** 10.1242/dmm.040998

**Published:** 2019-12-09

**Authors:** Yong Chen, Yuhki Koike, Lijun Chi, Abdalla Ahmed, Hiromu Miyake, Bo Li, Carol Lee, Paul Delgado-Olguín, Agostino Pierro

**Keywords:** Necrotizing enterocolitis, Microvascular flow dynamics, Vascular maturation, Premature intestine circulation, Microvasculature dilation, Hypoxia

## Abstract

Major risk factors for necrotizing enterocolitis (NEC) are formula feeding and prematurity; however, their pathogenic mechanisms are unknown. Here, we found that insufficient arginine/nitric oxide synthesis limits blood flow in the intestinal microvasculature, leading to hypoxia, mucosal damage and NEC in the premature intestine after formula feeding. Formula feeding led to increased intestinal hypoxia in pups at postnatal day (P)1 and P5, but not in more mature pups at P9. Accordingly, blood flow in the intestinal microvasculature increased after formula feeding in P9 pups only. mRNA profiling revealed that regulators of arginine/nitric oxide synthesis are at higher levels in endothelial cells of the intestine in P9 than in P1 pups. Importantly, arginine supplementation increased intestinal microvasculature blood flow and prevented NEC, whereas an arginine antagonist exacerbated NEC. Our results suggest that balancing intestinal oxygen demand and supply in the premature intestine by modulating arginine/nitric oxide could be used to prevent NEC.

This article has an associated First Person interview with the first author of the paper.

## Abstract (precis)

**Summary:** We demonstrate that the immature gut is prone to necrotizing enterocolitis due to limited arginine/nitric oxide synthesis, leading to inadequate microcirculation in response to the challenge imposed by formula feeding.

## INTRODUCTION

Necrotizing enterocolitis (NEC) is the most common and devastating gastrointestinal emergency in premature neonates (Holman et al., 2006; Neu and Walker, 2011; Niño et al., 2016). During the past few decades, the overall incidence of NEC has not decreased and the mortality rate remains high (15-30%) (Chen et al., 2016a; Fitzgibbons et al., 2009; Hein-Nielsen et al., 2015; Holman et al., 2006).

Prematurity and enteral formula feeding are two of the most important risk factors for NEC, but their contribution to NEC pathogenesis is unclear (Kosloske, 1994; Llanos et al., 2002; Neu and Walker, 2011). More than 90% of infants with NEC have been enterally fed (Kosloske, 1994; Llanos et al., 2002). Premature infants tend to develop NEC after 2-4 weeks of being parenterally fed after birth (Guthrie et al., 2003; Stout et al., 2008). We demonstrated that formula feeding is strongly associated with intestinal ischaemia and hypoxia in human NEC, but the mechanism is not clear (Chen et al., 2016b).

Digestion and absorption are high-energy-consuming processes. Absorption depends on active transport, which consumes adenosine triphosphate and O_2_ (Nowicki et al., 1983; Ward et al., 2014). To meet the increased O_2_ demand after feeding, intestinal blood flow increases by 200% above the baseline in adults, a process known as postprandial hyperaemia (Sieber et al., 1991). Intestine blood flow is primarily modulated by the endothelium-produced vasodilator nitric oxide (NO) and the vasoconstrictor endothelin-1 (ET-1) (Watkins and Besner, 2013). NO is mainly produced from its precursor, arginine, by endothelial NO synthase (eNOS). Deletion of the eNOS-encoding gene *Nos3* results in early-onset and exacerbated NEC (Yazji et al., 2013), and a variant of carbamoyl phosphate synthase 1 (CPS1), a rate-limiting enzyme in arginine biosynthesis, is associated with NEC susceptibility in preterm infants (Moonen et al., 2016).

Prematurity is strongly associated with NEC, with its highest incidence in infants with extremely low birth weight (ELBW) (Kosloske, 1994). The premature gut expresses high levels of Toll-like receptor 4 (TLR4), which binds bacterial lipopolysaccharide (LPS) to activate innate immunity (Niño et al., 2016). TLR4 promotes NEC by inducing inflammation, inhibiting enterocyte proliferation and reducing intestinal microcirculation (Egan et al., 2016; Pearson et al., 2013; Yazji et al., 2013). Deletion of TLR4 in endothelial cells increases eNOS/NO-dependent intestinal microcirculation and reduces the incidence of NEC (Yazji et al., 2013). NO production is also limited by the amount of its precursor arginine, which is remarkably low in premature infants' serum (Contreras et al., 2017). Accordingly, postprandial hyperaemia is decreased in ≤2-day-old premature piglet gut compared with 2-week-old piglet gut (Yao et al., 1986). In adult humans, the mean mesentery blood velocity increases by more than 150% after enteral feeding, whereas it raises only by ∼30% in ELBW infants (Havranek et al., 2015; Sieber et al., 1991). Interestingly, postprandial hyperaemia is almost completely abolished in premature infants with feeding intolerance or large patent ductus arteriosus, which predisposes to NEC (Fang et al., 2001; Havranek et al., 2015).

Based on these findings, we hypothesized that the premature gut has a limited capacity to regulate blood flow and is thus more susceptible to ischaemic damage after aggressive feeding. In this study, we investigated how the response of the intestinal microcirculation to formula feeding is controlled, and its contribution to NEC.

## RESULTS

### Hyperosmolar formula feeding induces mucosal hypoxia in experimental NEC

Hyperosmolar formula feeding exerts excessive digestion stress on the immature gut and is commonly used, together with LPS and systemic hypoxia, for inducing NEC in animals (Zani et al., 2016). We exposed P5 mouse pups to different combinations of these stressors to determine the contribution of formula feeding to intestinal hypoxia and NEC. As expected, breastfeeding of control pups (dam fed, DF) did not cause intestinal damage or induce increased levels of the marker of hypoxia pimonidazole (Fig. 1A-C). Feeding LPS to DF pups (DF+LPS) triggered a subtle increase in the inflammatory cytokine *Il-6* (Fig. 1D), but failed to induce significant intestinal injury, hypoxia or NEC (Fig. 1A-C), suggesting that inducing an inflammatory response alone is not sufficient to induce NEC. In contrast, mice fed with formula+LPS had significant mucosal damage with epithelial oedema, villous sloughing and core separation, as well as a higher NEC severity score than DF and DF+LPS pups (Fig. 1A-C). The mRNA expression of the inflammatory cytokines *Il-6*, *Il-1b*, *Il-10* and *Tnf-a* was also increased in the formula-fed groups (Fig. 1D).

**Fig. 1.**
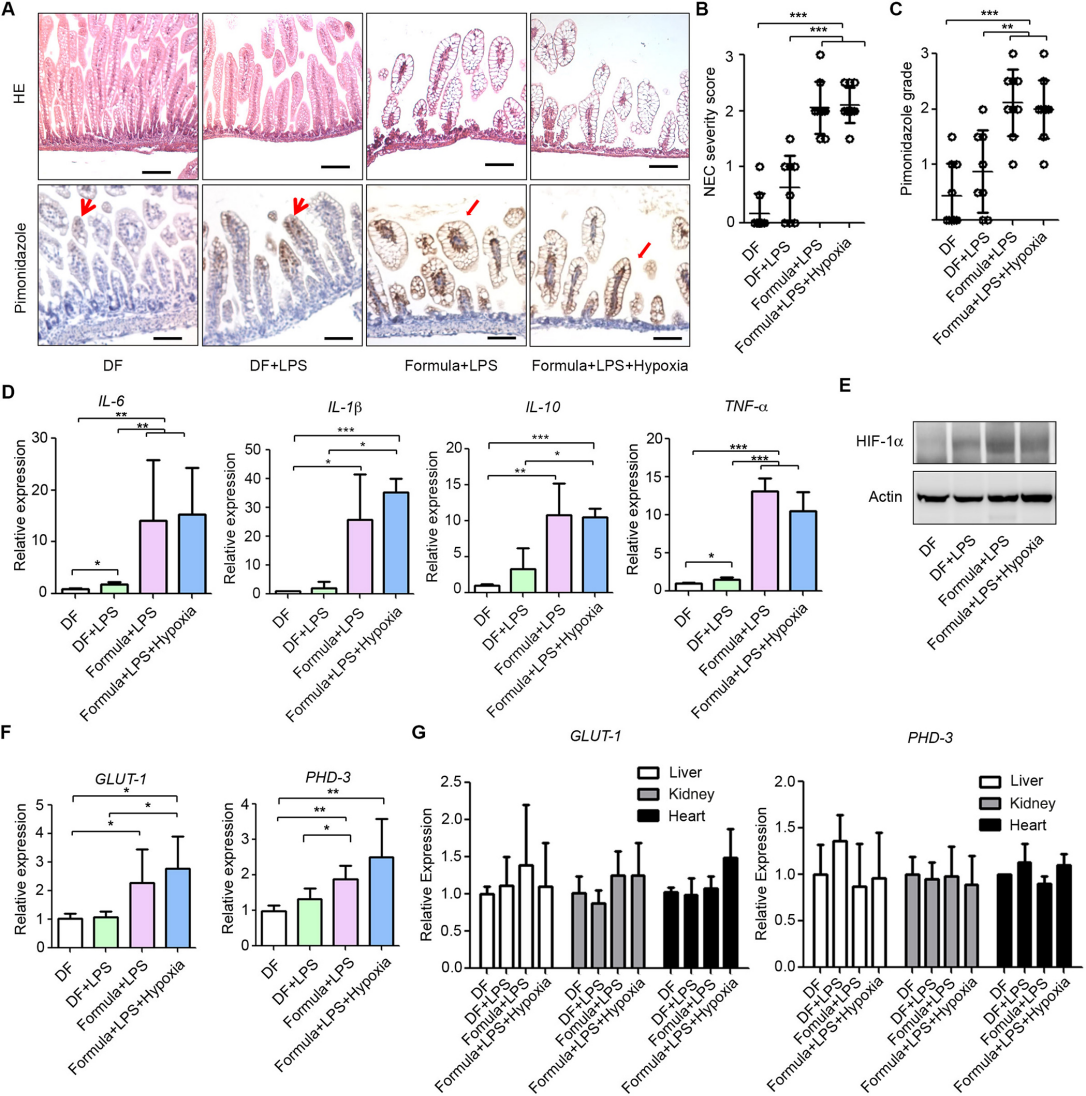
**Formula feeding induces mucosal hypoxia in experimental NEC.** (A) Haematoxylin and Eosin (HE) and pimonidazole staining in ileum from pups: dam fed (DF; *n*=9), DF+lipopolysaccharide (LPS) (*n*=8), formula+LPS (*n*=9), and formula+LPS+systemic preprandial hypoxia (*n*=10). Arrowheads point to tips of villi in DF and DF+LPS pups; arrows point to damaged villi in formula+LPS and formula+LPS+hypoxia pups. Samples were collected 90 min after feeding. Scale bars: 100 µm. (B) NEC severity score. (C) Pimonidazole grading. (D) qRT-PCR showing normalized expression levels of *Il-6*, *Il-1b*, *Il-10* and *Tnf-a* mRNA in ileum. (E) Western blot analysis of HIF-1α in ileum. (F) qRT-PCR of *GLUT-1* and *PHD-3* in ileum. (G) qRT-PCR of *GLUT-1* and *PHD-3* in liver, kidney and heart. *P<0.05, **P<0.01, ***P<0.001. All values are mean±s.d.

By assessing the levels of pimonidazole, we detected weak staining at the tips of villi in healthy submucosa in DF pups (Fig. 1A, arrowheads). In contrast, pimonidazole staining was remarkably stronger and extended to the bottom of the villi in formula-fed groups (Fig. 1A). Similarly, the level of hypoxia-inducible factor 1α (HIF-1α), a key mediator of the response to hypoxia (Wang et al., 1995), was higher in the intestine in formula-fed pups than in DF pups (Fig. 1E). Expression of the HIF-1α targets glucose transporter 1 (*GLUT-1*; also known as *Slc2a1*) and prolyl 4-hydroxylase 3 (*PHD-3*; also known as *Egln3*) (Fujita et al., 2012; Rademakers et al., 2011) was also increased in the formula-fed pups (Fig. 1F). Expression levels of *GLUT-1* and *PHD-3* were comparable in the liver, kidney and heart in formula-fed and DF groups, indicating that intestinal hypoxia is tissue specific (Fig. 1G). In addition to formula and LPS feeding, some pups were subjected to 10 min of systemic hypoxia (5% O_2_) before each formula feed (preprandrial). Interestingly, preprandrial systemic hypoxia did not exacerbate intestinal hypoxia or mucosal damage over that observed in pups fed with LPS+formula (Fig. 1). These results suggest that the intestine requires less oxygen when fasting than after feeding.

### A single gavage formula feed induces intestinal mucosal hypoxia in the early life of neonatal mice

Our findings indicate that formula feeding+LPS is required for inducing mucosal hypoxia and damage in experimental NEC (Fig. 1A). We investigated whether feeding formula only once is sufficient to trigger hypoxia in the neonatal intestine. A single feed of hyperosmolar formula in P5 pups significantly increased expression of the hypoxia marker genes *GLUT-1* and *PHD-3* in the ileum in a time-dependent manner (Fig. 2A,B). This effect is associated with osmolarity or caloric density, because feeding the same volume of iso-osmolar formula (1:1 dilution of hyperosmolar formula) induced less mucosal damage and lower pimonidazole staining than hyperosmolar formula (Fig. S1). As NEC incidence is higher in premature infants than in full-term infants (Llanos et al., 2002), we sought to determine whether feeding-induced intestinal hypoxia is associated with the age of neonatal pups. Pimonidazole staining and expression of *GLUT-1*, *PHD-3* and the inflammation inducer *Il-6* increased in the intestine of P1 and P5, but not P9, pups after a single formula feed (Fig. 2C-G). Thus, formula feeding triggers mucosal hypoxia only in the early neonatal intestine, perhaps owing to intestinal vasculature immaturity.

**Fig. 2.**
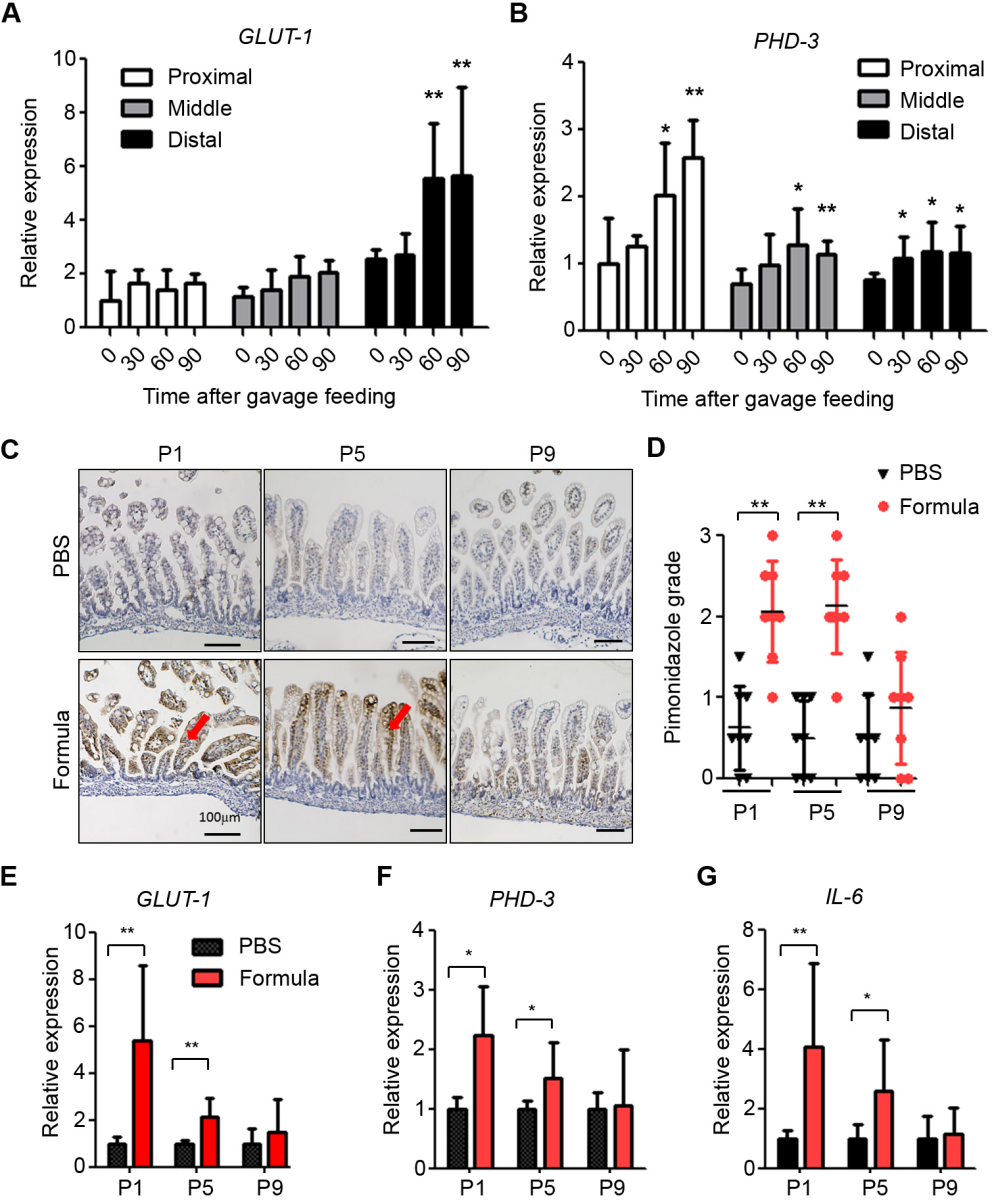
**Formula feeding induces mucosal hypoxia in experimental NEC.** (A,B) qRT-PCR of *GLUT-1* (A) and *PHD-3* (B) in proximal (jejunum), mid and distal (ileum) small intestine of P5 pups at different postfeeding time points. (C,D) Pimonidazole staining (C) and pimonidazole grading (D) of ileal tissue from P1, P5 and P9 pups fed with PBS or hyperosmolar formula (*n*=6). Scale bars: 100 µm. (E-G) qRT-PCR of *GLUT-1* (E), *PHD-3* (F) and *Il-6* (G) on ileum from P1, P5 and P9 pups fed with PBS or hyperosmolar formula. *P<0.05, **P<0.01. All values are mean±s.d.

### Inadequate intestinal haemodynamic response to feeding in the immature intestine in early neonatal mice

To elucidate the basis for susceptibility of the early neonatal intestine to formula feeding, we developed a new method to examine intestinal microcirculation in real time. To visualize the vasculature and circulating blood cells, we used mice carrying the *Rosa^mT/mG^* transgene, which constitutively expresses membrane Tomato GFP, and membrane GFP upon Cre-mediated recombination (Muzumdar et al., 2007). *Rosa^mT/mG^* mice were crossed with *Tie2-Cre* transgenics, which express the Cre recombinase in endothelial and hematopoietic progenitors and their derivatives, including endothelial cells, platelets and leukocytes (Kisanuki et al., 2001; Koike et al., 2018). The intestinal microcirculation in *Rosa^mT/mG/+^;Tie2-Cre* pups was then visualized under two-photon microscopy. A feeding tube was inserted into pups under general anaesthesia, and the terminal ileum was externalized by laparotomy for analysis (Fig. 3A). Two-photon microscopy allowed us to record live submucosal blood flow 500-1000 µM into the intestinal wall (Fig. 3B,C). We quantified blood flow velocity by measuring platelet movement (Fig. 3C, yellow bar). The fast flow in arterioles can be easily distinguished from slow venous flow, in which leukocytes can be observed rolling on the vascular wall (Fig. 3C; Movies 1-6). This method allowed us to compare blood flow dynamics in response to parenteral formula feeding in the immature versus mature intestinal microvasculature.

**Fig. 3.**
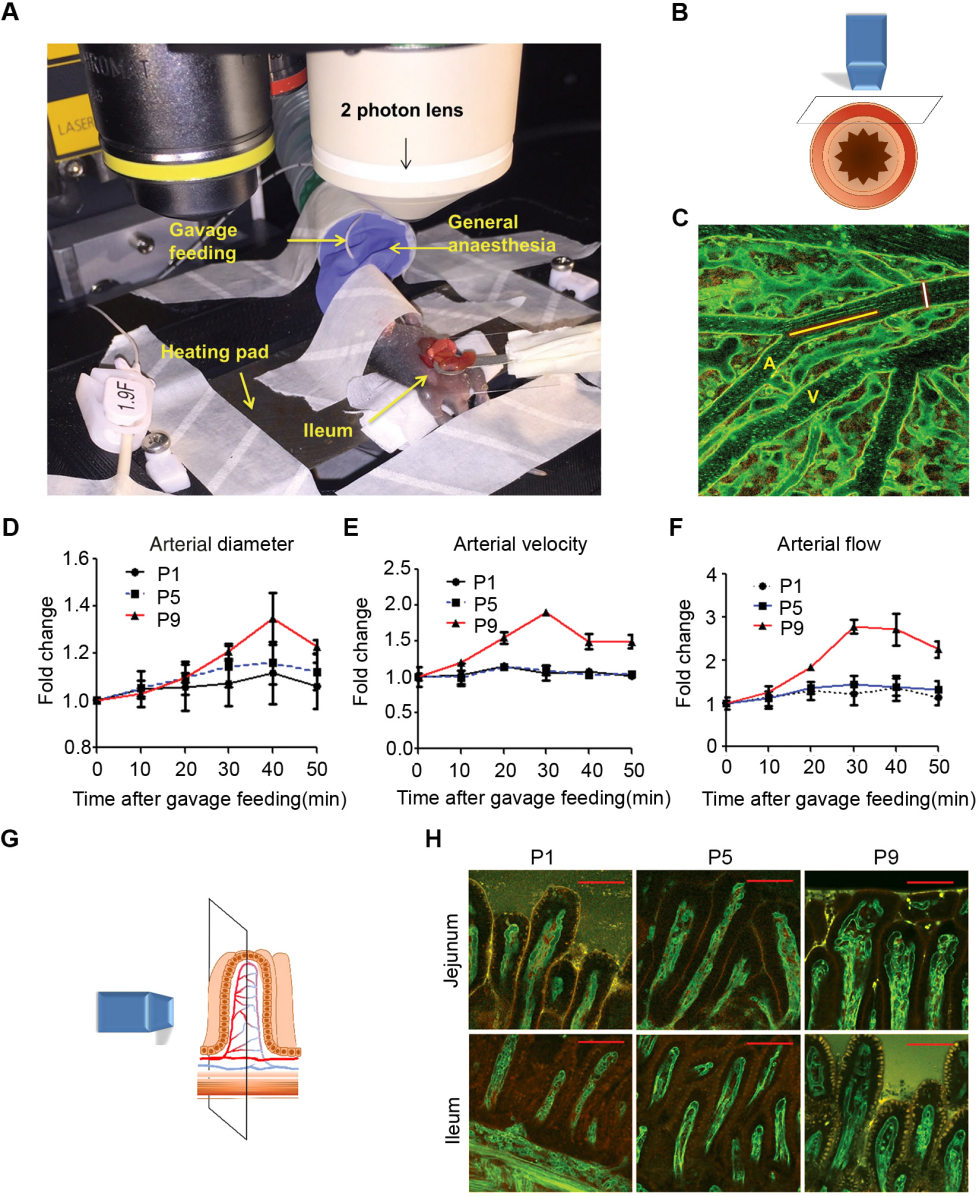
**Inadequate intestinal haemodynamic response to feeding in the immature intestine in early neonatal life.** (A) Set-up for two-photon microscopy. *Rosa^mT/mG/+^;Tie2-Cre* pups under general anaesthesia and laparotomy for visualization of the intestinal microcirculation. (B) Plane of imaging. (C) Representative image of intestinal submucosal flow using *in vivo* two-photon microscopy. A, arteriole; V, venule. White bar, arteriole diameter; yellow bar, platelet movement trajectory. (D-F) Quantification of arterial diameter (D), arterial velocity (E) and arterial flow (F) at several time points after gavage formula feeding in P1, P5 and P9 pups. (G) Plane of imaging for visualizing the villus microvasculature. (H) Representative micrographs from two-photon microscopy of the capillary network in intestinal villi of the jejunum and ileum in P1, P5 and P9 *Rosa^mT/mG/+^;Tie2-Cre* pups. At least three animals from each age group were analysed. For all graphs, error bars represent ±s.e.m. Scale bars: 100 µM.

Submucosal arterioles, which are the primary regulators of intestinal blood flow (Bohlen, 1987; Watkins and Besner, 2013), were significantly dilated 20 min after gavage feeding in P9 pups (Fig. 3D). Importantly, blood flow increased by 178% over the baseline 30 min after feeding in P9 pups. In contrast, blood flow increased only by 21% in P1, and 45% in P5, pups after feeding (Fig. 3D-F; Movies 1-6).

To visualize the villous vasculature towards the intestinal lumen, the intestine was resected and laid laterally under the microscope (Fig. 3G). The capillary plexus in intestinal villi at P1 and P5 was composed mainly of one capillary vessel loop with a few connecting branches. In contrast, villi capillaries form a more complex network at P9. Generally, a more complex capillary network was apparent in the villi of the jejunum compared to the ileum (Fig. 3H). These results suggest that a less mature intestinal microvasculature at P1 and P5, compared to P9, underlies a poor response to parenteral feeding, resulting in exacerbated hypoxia and NEC.

### Endothelial cells promote vasodilation and concomitantly suppress vasoconstriction in the mature intestinal microvasculature

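RNA-seq was performed on GFP-positive cells sorted from the small intestine of Rosa26 mT/mG;Tie2-Cre pups at P1 (postnatal day 1, n = 4 libraries) and P9 (postnatal day 9, n = 5 libraries). In these pups, cells that have expressed Cre from the Tie2 promoter, and their descendants, carry membrane GFP. The methods describe feeding with PBS or hyperosmolar formula before sorting, and the feeding of each library is not given, so the libraries were grouped by age alone. The authors trimmed the reads with Trimmomatic, mapped them to mm10 with STAR, counted them per gene with featureCounts and deposited the counts without normalization. The P1 libraries held 15010976, 45054489, 17675232 and 41607451 counts (replicates A to D, median 29641341.5), and the P9 libraries held 16334081, 41746666, 16786641, 43332482 and 19462323 counts (replicates A to E, median 19462323). Replicates B and D of both ages were therefore sequenced more deeply than the others. Between 19139 and 22722 genes had at least 1 count in a library. From the counts, genes were kept by edgeR's filterByExpr, which left 16602 genes, libraries were scaled by TMM, and P9 was compared with P1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Expression is given as CPM, the counts of a gene scaled to the same TMM-corrected total in each library. Log2 fold changes are P9 over P1, and the standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. All pairs of replicates differed by more than sampling noise, with a median chi-square per gene of at least 5.72, against 0.455 from sampling alone. This does not show that the replicates were independent, since no label of litter or preparation is given.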

To uncover endothelial regulators of intestinal microcirculation controlling the response to formula feeding, we compared the global gene expression profile of endothelial cells isolated from the intestine of P1 versus P9 pups by high-throughput sequencing of RNA (RNA-seq). 

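Markers of several cell types, on lists fixed in advance, were measured in the sorted cells. Of 12 pan-endothelial markers, 11 were lower at P9, with a median log2 fold change of -3.38 over the list. Cdh5 was 58.7 CPM at P1 and 4.25 CPM at P9, and Kdr was 203 CPM at P1 and 11.0 CPM at P9. Pecam1 was 293 ± 84.6 CPM (SD, n = 4) at P1 and 293 ± 43.4 CPM (SD, n = 5) at P9 and did not differ between the ages (exact permutation test, two-sided p = 0.921). The methods state that GFP also marks hematopoietic progenitors and their derivatives, and the leukocyte gene Ptprc was 596 CPM at P1 and 1179 CPM at P9, above Pecam1 in every library. The 8 lymphoid markers had a median log2 fold change of 3.12 and the 8 myeloid markers tested a median of -1.36. All 15 pan-epithelial markers were higher at P9 (median 4.09), while the 8 mesenchymal and 6 smooth muscle markers were lower (medians -3.18 and -5.35). In each of these 6 lists the P1 and P9 means did not overlap, and exact permutation tests gave a Benjamini-Hochberg adjusted p over 14 lists of 0.0278 for the epithelial list and 0.0185 for the others. Over all genes tested, an edgeR adjusted p under 0.05 was reached by 11 endothelial, 15 epithelial, 7 lymphoid, 5 myeloid, 7 mesenchymal and 6 smooth muscle markers. Adjusted over the list alone these numbers were the same, except for 6 myeloid markers.

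**Figure D1:**
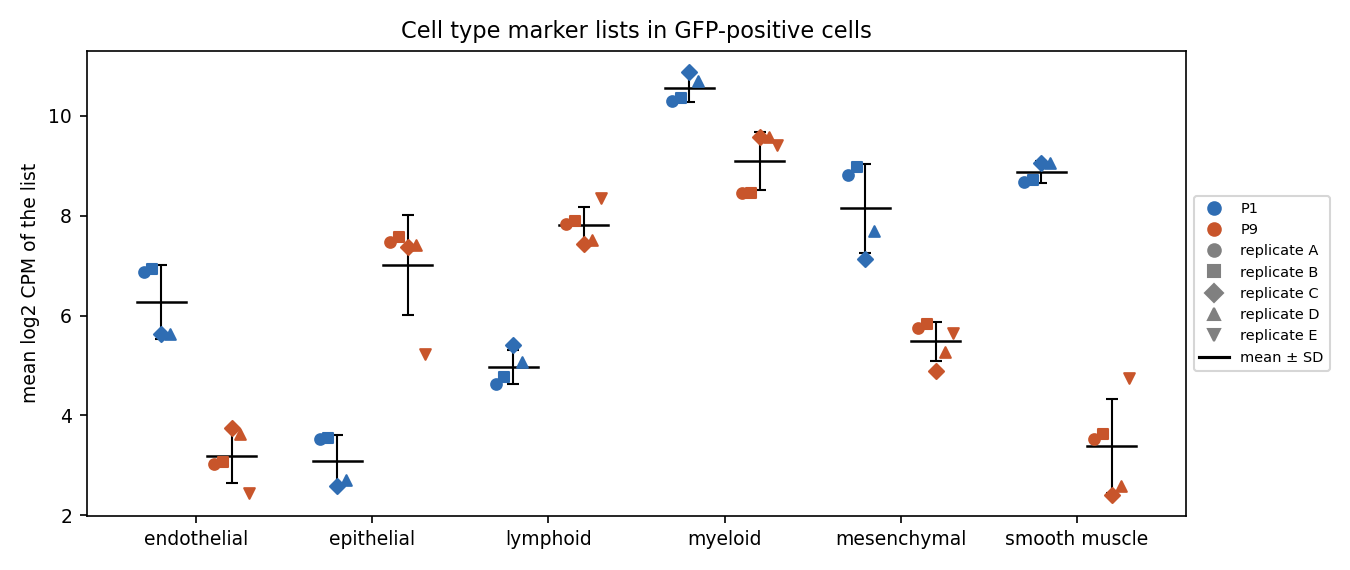
Mean log2 CPM of the genes in each of 6 marker lists (y axis) in GFP-positive cells of P1 (blue) and P9 (orange) pups. Points are libraries, with a symbol for each replicate, and bars are the mean ± SD over 4 P1 and 5 P9 libraries, with P9 replicate E at 5.23 in the epithelial list and the other P9 libraries at 7.37 to 7.57.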

GFP-positive endothelial cells were isolated from *Rosa26^mT/mG/+^;Tie2-Cre* pups by fluorescence-activated cell sorting (Fig. S3A). The purity of endothelial cells was confirmed by quantitative reverse transcription PCR (qRT-PCR), showing high expression of the endothelial marker *Pecam-1* only in GFP-positive cells (Fig. S3B). Hierarchical clustering distinguished unique expression profiles for P1 and P9 endothelial cells (Fig. 4A). 

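On log2 CPM of the tested genes, the mean Euclidean distance between a P1 and a P9 library was 1.94 times the mean distance between libraries of the same age. No other split of the 9 libraries into groups of 4 and 5 gave a ratio as large (exact permutation test, one-sided p = 0.00794, the smallest this design allows). Average-linkage clustering separated the P1 from the P9 libraries at its first split. Within P9, replicate E lay farthest from the other libraries, at distances of 171 to 182, against at most 106 among the other P9 libraries. The alternative that moved the ratio most was 1 minus the Spearman correlation as the distance, which gave 3.89.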

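At least 1 count in at least 1 library was found for 26490 gene symbols. With an adjusted p under 0.01 and a change of over 2-fold, edgeR's quasi-likelihood test called 3165 genes, of which 1548 were higher and 1617 lower at P9. With the unadjusted p in place of the adjusted p, 3959 genes passed, 1922 higher and 2037 lower. In 2995 of the 3165 genes, the P1 and P9 libraries did not overlap. Over all tested genes this held for 28.6%, where chance gives 1.59%. Among the alternatives set in advance, a minimum of 10 counts in every library gave the fewest genes by the adjusted criterion, 2119, and DESeq2's Wald test on the same counts gave the most, 4419. Because replicates B and D were deeper, the comparison was also made, after the data were seen, with the depth class as a term in the model, which gave 2874 genes by the adjusted criterion. The deep libraries alone (2 against 2) gave 727 genes and the shallow libraries alone (2 against 3) gave 14, or 3420 and 2021 by the unadjusted criterion. With replicates A with B and C with D summed, also chosen after the data were seen, 46 genes passed the adjusted criterion and 2572 the unadjusted one. The smallest p-values among called genes higher at P9 with no overlap between the ages were those of Mcpt9, Avil and Itga2b, with log2 fold changes of 10.75, 5.07 and 3.50. Mcpt9 had 1 to 5 counts in the P1 libraries, so its fold change rests on few counts, and it belongs to a family of similar mast cell protease genes between which the counting could have split reads. Among genes lower at P9 they were those of Csrp1, Mest and Sparcl1, with log2 fold changes of -2.88, -5.46 and -4.85.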

Of the ∼25,000 detected transcripts, 4503 genes were differentially expressed (*P*<0.01) by over 2-fold in P9 versus P1 intestinal endothelial cells: 2228 genes were upregulated and 2275 were downregulated. Gene ontologies associated with differentially upregulated genes revealed arginine biosynthesis as the most significantly upregulated pathway in P9 mice (Fig. 4B). 

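The enrichment in Fig. 4B was computed with PANTHER, which was not run here. The 5 genes that the paper names for arginine biosynthesis (Cps1, Asl, Ass1, Otc and Nags) were tested as a set with limma's camera, with a preset correlation between genes of 0.01. Their median log2 fold change was 3.71, with a Benjamini-Hochberg adjusted p of 0.00192 from limma's camera over the 2 pathway sets tested. With limma's fry in place of camera the adjusted p was 0.00197, and with the correlation between genes estimated from the data it was 0.258. Over the alternatives the adjusted p from limma ranged from 0.000328 to 0.258. The mean log2 CPM of the 5 genes was higher in each of the 5 P9 libraries, at 6.02 ± 0.989 (SD), than in any of the 4 P1 libraries (exact permutation test, two-sided p = 0.0159). The paper names these genes, a part of those it counts in the pathway, for their rise in the same data, so the set and permutation tests describe the named genes and do not test the enrichment of the pathway.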

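The 5 arginine biosynthesis genes were measured one by one in the sorted cells, with coordinates from the GENCODE M21 annotation of GRCm38 (mm10). Cps1, a protein-coding gene on chromosome 1 from 67123026 to 67231259, was 41.7 ± 25.7 CPM (SD, n = 4) at P1 and 958 ± 503 CPM (SD, n = 5) at P9. Its log2 fold change was 4.52 (standard error 0.741, adjusted p = 0.000882 from edgeR's quasi-likelihood test). Otc, on chromosome X from 10252305 to 10321024, rose from 1.99 ± 1.07 to 52.9 ± 27.2 CPM, a log2 fold change of 4.74 (standard error 0.691, edgeR adjusted p = 0.000442). Nags, on chromosome 11 from 102145513 to 102149477, rose from 0.952 ± 0.690 to 12.9 ± 6.10 CPM, and Ass1, on chromosome 2 from 31470207 to 31520672, rose from 5.90 ± 3.67 to 49.4 ± 21.9 CPM. Their log2 fold changes were 3.71 (standard error 0.670, edgeR adjusted p = 0.00159) and 3.06 (standard error 0.522, edgeR adjusted p = 0.00113). In these 4 genes every P9 library lay above every P1 library. Asl, on chromosome 5 from 130011258 to 130029247, was 59.0 ± 4.11 CPM at P1 and 78.3 ± 13.7 CPM at P9, a log2 fold change of 0.41 (standard error 0.163, edgeR adjusted p = 0.0804 over all genes tested). Over the alternatives set in advance the adjusted p of Asl ranged from 0.0111 with limma voom to 0.169, and it was 0.0112 from edgeR when P9 replicate E was left out. Adjusted over the list alone, all 5 genes passed 0.05, against 4 when adjusted over all genes tested. P9 replicate E had 108 CPM of Cps1, against 950.0 to 1404 CPM in the other P9 libraries. The epithelial marker Epcam rose in the same libraries by a log2 fold change of 4.56, and the change of Cps1 relative to the mean of 15 pan-epithelial markers was 0.43 on the log2 scale (exact permutation test, two-sided p = 0.270, and 0.463 after Benjamini-Hochberg adjustment over 12 changes measured relative to a list).

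**Figure D2:**
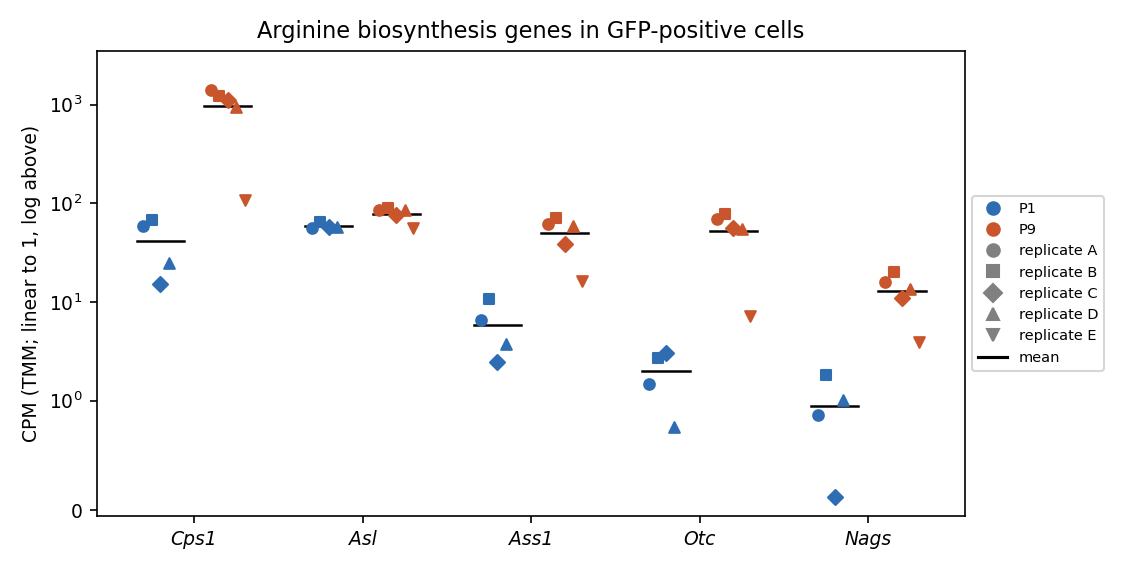
CPM of the 5 arginine biosynthesis genes (y axis, linear up to 1 and logarithmic above) in GFP-positive cells of P1 (blue) and P9 (orange) pups. Points are libraries, with a symbol for each replicate, and bars are means over 4 P1 and 5 P9 libraries. Asl lies between 55.5 and 90.2 CPM in all 9 libraries, and the lowest P9 point of Cps1 is replicate E.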

Among seven genes involved in arginine biosynthesis, four [carbamoyl phosphate synthase 1 (*Cps1*), argininosuccinate lyase (*Asl*), argininosuccinate synthase 1 (*Ass1*), ornithine transcarbamylase (*Cct*; also known as *Otc*) and N-acetylglutamate synthase (*Nags*)] were significantly upregulated in P9 intestinal endothelial cells (Fig. 4C). qRT-PCR on sorted endothelial cells confirmed increased expression of arginine-biosynthesis-enzyme-encoding genes (Fig. 4D). *Csp1* was the most significantly upregulated gene in P9 intestine endothelial cells. Accordingly, immunofluorescence revealed increased protein at the base of the villi in P9 compared with P1 pups (Fig. 4E). 

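By the p-value of edgeR's quasi-likelihood test, Cps1 ranked 784 among the tested genes that were higher at P9, and by fold change it ranked 385. In the authors' deposited table, Cps1 ranked 518 by p-value among genes higher at P9. Without P9 replicate E its rank by edgeR was 408, and with DESeq2's Wald test on all libraries it was 495. Among the named arginine biosynthesis genes, Otc had both the smallest p-value and the largest fold change.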

Decreased arginine biosynthesis could reduce NO production and contribute to abnormal microcirculation and NEC in the premature intestine. Our RNA-seq identified endothelin-1 (ET-1) signalling as one of the most downregulated pathways in P9 endothelium (Fig. 4F). 

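The 5 genes labelled as endothelin signalling in Fig. 4C (Edn1, Edn2, Edn3, Ednra and Ednrb) were tested as a set. The pathway enrichment itself was not analysed here, and as the figure labels these genes for their change in the same data, the set test does not stand in for it. Their median log2 fold change was -2.50, with an adjusted p of 0.0162 from limma's camera over the 2 pathway sets. Limma's adjusted p was 0.00197 with fry and 0.258 with the correlation between genes estimated from the data. Over the alternatives set in advance it ranged between the values of fry and of the estimated correlation. All 5 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, both adjusted over the list alone and over all genes tested. Of these, 4 were lower at P9. Edn2 was higher, with 1.24 ± 0.223 CPM (SD, n = 4) at P1 and 4.03 ± 1.81 CPM (SD, n = 5) at P9. Edn3, on chromosome 2 of GRCm38 from 174760619 to 174784042, fell from 21.8 ± 9.99 to 0.279 ± 0.302 CPM, a log2 fold change of -6.10 (standard error 0.745, edgeR adjusted p = 0.000161). Relative to the mean of the 8 mesenchymal markers Edn3 changed by -3.66, and relative to that of the 6 smooth muscle markers by -0.84 (exact permutation tests, two-sided p = 0.00794 and 0.476, or 0.0952 and 0.677 adjusted over 12 such changes). The first p is the smallest that the test can give, and it would not pass such an adjustment alone.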

ET-1 and Ednra mediate vasoconstriction (Watkins and Besner, 2013). qRT-PCR confirmed decreased expression of the ET-1-encoding gene (*Edn1*) and its receptors [A (*Ednra*) and B (*Ednrb*)] in P9 intestinal endothelial cells (Fig. 4G). These results suggest that promoting vasodilation by upregulating arginine biosynthesis, while concomitantly suppressing vasoconstriction by suppressing ET-1 signalling, allows the P9 intestine to increase blood flow after parenteral formula feeding, thus preventing hypoxia, inflammation, mucosal damage and NEC.

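Nos3, which encodes the endothelial nitric oxide synthase and lies on chromosome 5 of GRCm38 from 24364810 to 24384474, was 19.2 ± 9.05 CPM (SD, n = 4) at P1 and 4.00 ± 1.66 CPM (SD, n = 5) at P9. Its log2 fold change was -2.26 (standard error 0.408, adjusted p = 0.00160 from edgeR's quasi-likelihood test). Relative to the mean of the 12 pan-endothelial markers, Nos3 changed by 0.87 on the log2 scale (exact permutation test, two-sided p = 0.0238), which did not pass 0.05 when adjusted over 12 such changes (exact permutation p = 0.0952). Even the smallest p that 1 such exact permutation test can give, 0.00794, would not pass that adjustment alone. Aldh18a1 and Oat, which encode enzymes that make arginine precursors, were higher at P9 with log2 fold changes of 3.11 and 2.75 (edgeR adjusted p = 7.75e-05 and 0.000483). Neither was measured relative to a marker list, and the epithelial list had a median of 4.09. In P9 replicate E, which had the lowest epithelial list mean at P9, Aldh18a1 was 141 CPM and Oat 431 CPM. The other P9 libraries had 406 to 424 CPM of Aldh18a1 and 1616 to 2157 CPM of Oat. From the higher expression of arginine biosynthesis genes and the lower expression of endothelin genes at P9, the paper proposes that vasodilation is promoted and vasoconstriction suppressed, so that blood flow can increase after feeding in P9 pups.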

**Fig. 4.**
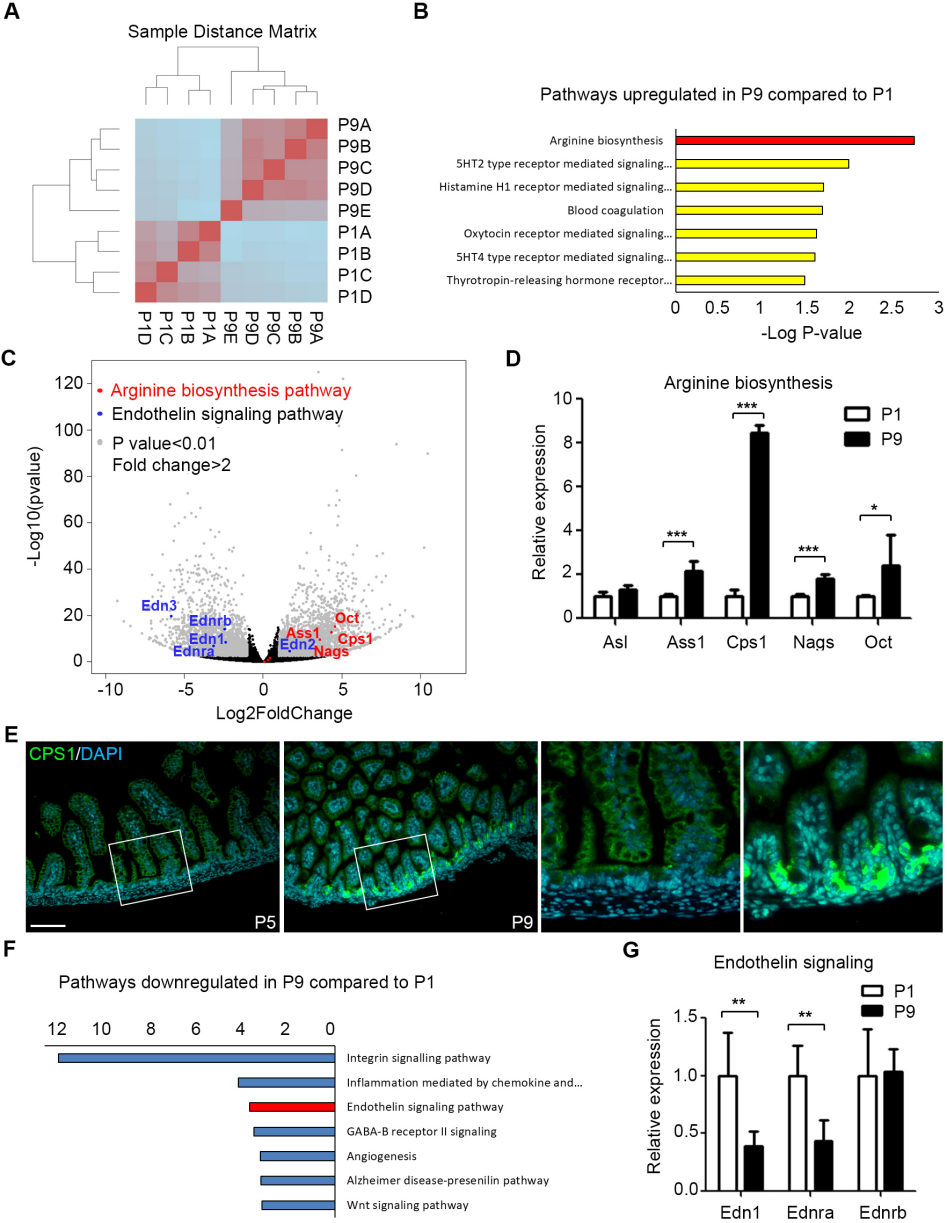
**The mature intestine upregulates arginine synthesis and concomitantly downregulates endothelin (ET-1) signalling pathways.** (A) Hierarchical clustering of the transcriptome of intestinal endothelial cells in P1 (*n*=4) and P9 (*n*=5) *Rosa^mT/mG/+^;Tie2-Cre* pups. (B) Upregulated pathways in P9 compared to P1 intestinal endothelial cells. (C) Volcano plot showing increased expression of genes in the arginine biosynthesis pathway (red), and downregulation of genes in the ET-1 signalling pathway (blue), in P9 versus P1 intestinal endothelial cells. (D) qRT-PCR showing normalized expression of genes in the arginine biosynthesis pathway in ileum from P1 and P9 pups. (E) Immunostaining of CPS1 (green) in P1 and P9 intestine. Nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI). Scale bar: 100 µm. (F) Downregulated pathways in P9 versus P1 pups. (G) qRT-PCR showing normalized expression of genes in the endothelin pathway in ileum from P1 and P9 pups. *P<0.05, **P<0.01, ***P<0.001. All values are mean±s.d.

### Promoting vasodilation in the microvasculature in the immature intestine reduces intestinal damage and NEC severity

Our results suggest that arginine is insufficient in the immature postprandial intestine, raising the possibility that arginine supplementation could increase intestinal blood flow to prevent hypoxia, mucosal damage and development of NEC. To test this possibility, we fed P5 pups with formula supplemented with arginine and measured intestinal microcirculation *in vivo*. Arteriole diameter in the intestine was significantly greater in P5 pups fed with formula supplemented with arginine than in those fed with formula without arginine (Fig. 5A). Decreased intestinal damage and hypoxia, as revealed by decreased pimonidazole staining, and decreased expression of *Il-6* were observed in NEC pups with arginine supplementation compared to other experimental NEC pups (Fig. 5C-F). In contrast, reduced postprandial hyperaemia at P9, as shown by decreased microvascular diameter 20 min after feeding, was observed in pups fed with formula with Nω-nitro-L-arginine methyl ester hydrochloride (L-NAME), a NO synthase inhibitor, compared to control pups (Fig. 5B). Accordingly, NO synthesis inhibition by L-NAME supplementation exacerbated mucosal abnormalities and hypoxia, and induced higher expression of *Il-6* and *Tnf-a* (Fig. 5C-G). Thus, insufficient microvascular dilation and blood flow in the immature intestine in response to feeding underlies mucosal damage in NEC. These results suggest that modulating NO synthesis could be used to prevent the effects of formula feeding and NEC in premature infants.

**Fig. 5.**
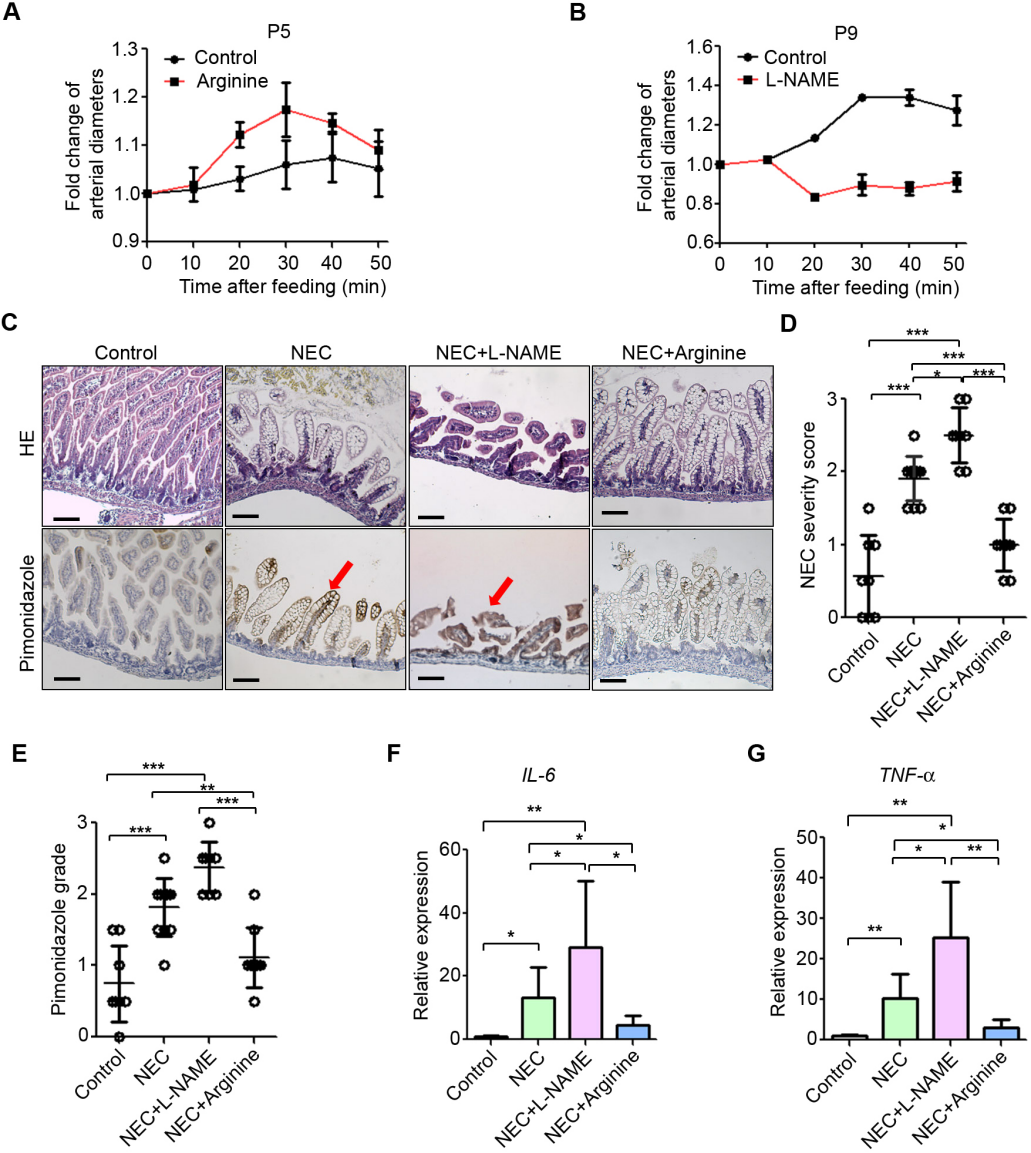
**Inhibition of nitric oxide synthesis compromises postprandial hyperaemia and increases NEC severity, whereas arginine supplementation reduces NEC severity.** (A) Micrographs from two-photon microscopy were used to quantify arterial diameter at several time points after gavage feeding of P5 pups with formula supplemented with arginine. (B) Quantification of arterial diameter change at several time points after gavage feeding of P9 pups with formula supplemented with L-NAME. (C) HE and pimonidazole staining in ileum of control (*n*=8), NEC (*n*=11), NEC+L-NAME (*N*=8) and NEC+arginine pups (*n*=9). Arrows point to damaged villi. (D) NEC severity score. (E) Pimonidazole grading. (F) qRT-PCR of *Il-6* in ileum. (G) qRT-PCR of *Tnf-a* in ileum. Scale bars: 100 μm. *P<0.05, **P<0.01, ***P<0.001. All values are mean±s.d.

## DISCUSSION

Our study demonstrates that formula feeding induces mucosal hypoxia and damage in experimental NEC. Feeding-induced gut hypoxia is associated with poor postprandial intestinal hyperaemia in the early life of neonatal pups. Blocking NO-dependent postprandial hyperaemia increases NEC severity, whereas arginine increases postprandial intestinal microcirculation and reduces NEC severity. This study addresses three critical questions regarding the pathogenesis of NEC: (1) What is the basis for intestinal hypoxia/ischaemia in the development of NEC? (2) How does enteral feeding increase the risk of NEC? (3) Why are premature infants more prone to NEC?

Besides inflammation, NEC is characterized by hypoxia/ischaemia (Ballance et al., 1990; Chen et al., 2016b). The basis for hypoxia in NEC is unclear (Uauy et al., 1991; Yu et al., 1984). In this study, we demonstrated that hyperosmolar formula feeding triggers intestinal mucosal hypoxia and NEC in neonatal mice. Our results suggest that intestinal hypoxia is primarily induced by gavage feeding after birth, which is consistent with the later onset of NEC. Feeding increases intestinal oxygen consumption (Ward et al., 2014). This increased need for oxygen is provided by postprandial intestinal hyperaemia (Nowicki et al., 1983). We found that the mouse intestinal microcirculation responds poorly to feeding in early postnatal life. This finding is consistent with induction of intestinal hypoxia by formula feeding in younger mice (Fig. 2). Indeed, premature infants exhibit reduced postprandial splanchnic hyperaemia compared to adults (Havranek et al., 2015; Sieber et al., 1991). In addition, abnormal blood flow in the superior mesenteric artery in fetuses and infants is associated with feeding intolerance and susceptibility to late-onset NEC (Havranek et al., 2015; Murdoch et al., 2006). Therefore, a limited response of the immature intestinal microcirculation to the challenge imposed by formula feeding could predispose to NEC.

Intestinal blood flow is regulated by various neural, humoral, paracrine and metabolic pathways (Matheson et al., 2000). Among those, endothelial-derived vasodilators are crucial for neonatal intestinal microcirculation (Watkins and Besner, 2013). Our whole-genome expression profiling revealed higher expression of *ET-1* (*Edn1*), *Ednra* and *Ednrb* in intestinal endothelium in P1 than in P9 pups. This agrees with previous studies showing that ET-1 activity in the bowel is greater in neonatal piglets than in older pigs (Nankervis and Nowicki, 2000). 

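In the sorted cells, Edn1, on chromosome 13 of GRCm38 from 42301476 to 42307990, was 29.8 ± 12.9 CPM (SD, n = 4) at P1 and 5.42 ± 2.49 CPM (SD, n = 5) at P9. Its log2 fold change was -2.45 (standard error 0.399, adjusted p = 0.000836 from edgeR's quasi-likelihood test). Ednra, on chromosome 8 from 77663031 to 77724464, fell from 12.8 ± 8.01 to 1.27 ± 0.756 CPM, a log2 fold change of -3.31 (standard error 0.653, edgeR adjusted p = 0.00271). Ednrb, on chromosome 14 from 103814625 to 103844402, fell from 177 ± 49.7 to 31.2 ± 9.29 CPM, a log2 fold change of -2.50 (standard error 0.287, edgeR adjusted p = 0.000115). In all 3 genes every P1 library lay above every P9 library (exact permutation test, two-sided p = 0.00794). Relative to the mean of the pan-endothelial markers, which fell more, Edn1 changed by 0.63 on the log2 scale (exact permutation test, two-sided p = 0.198, adjusted p = 0.463). Ednra and Ednrb changed by -0.68 and 0.16 relative to the mean of the mesenchymal markers (p = 0.508 and 0.730 from the same exact test, adjusted p = 0.677 and 0.840).

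**Figure D3:**
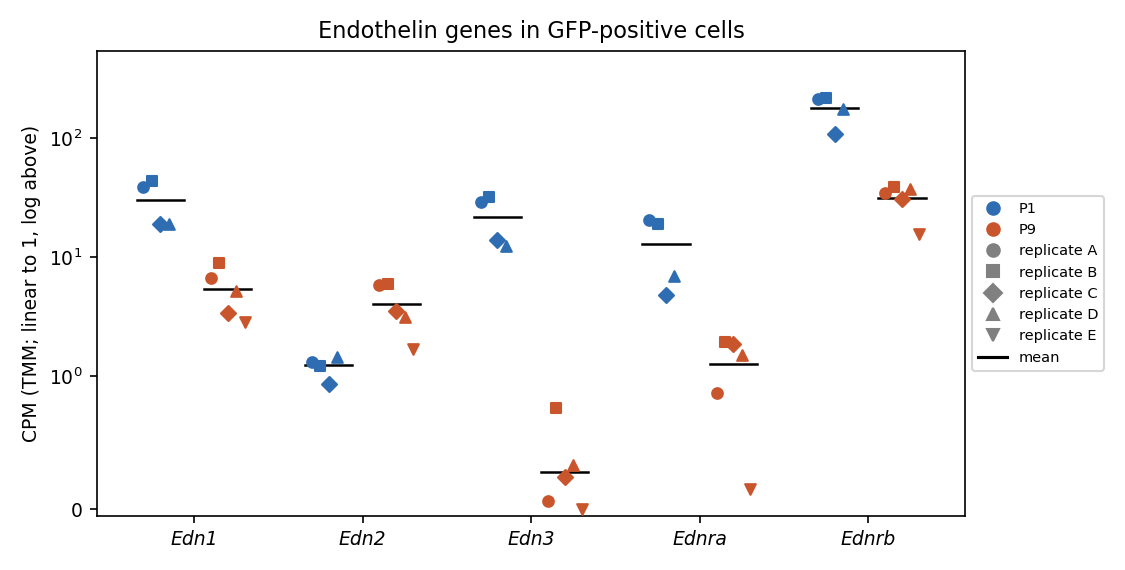
CPM of 5 endothelin genes (y axis, linear up to 1 and logarithmic above) in GFP-positive cells of P1 (blue) and P9 (orange) pups. Points are libraries, with a symbol for each replicate, and bars are means over 4 P1 and 5 P9 libraries. Edn1 lies between 18.8 and 43.2 CPM at P1 and between 2.86 and 8.96 CPM at P9, and Edn2 is the gene whose mean is higher at P9.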

Interestingly, both NO production and NO-mediated vasodilation are also greater in newborn than older piglets (Nankervis and Nowicki, 1995). Increased NO might counteract the vasoconstrictive effect of ET-1. Although NO production is high in young piglets, the NO precursor, arginine, is remarkably low in premature infants (Contreras et al., 2017). Indeed, our results show that out of seven enzymes in the arginine biosynthesis pathway, four were lower in P1 than P9 intestinal endothelium. The insufficient endogenous arginine synthesis could limit NO production and impair vasodilation in the postprandial intestine. We found that supplementing arginine increases postprandial hyperaemia and prevents experimental NEC. Clinical trials also proved the benefit of arginine supplementation in preventing NEC (Shah et al., 2017). In agreement with a previous report (Yazji et al., 2013), we found that both fresh and pasteurized human breast milk contain higher levels of the NO precursor sodium nitrate than formula (Fig. S4), which might help to explain the protective effects of breast milk in NEC.

Formula feeding is associated with stunted growth (Miyake et al., 2016), and villous atrophy, which is present in our NEC model, is associated with starvation in mice (Song et al., 2009), opening the possibility that undernutrition might contribute to NEC in our model. Our results showing that hypoxia and an inflammatory response are activated upon a single formula feed in DF pups (Fig. 2) suggest that these readouts are independent of nutritional state in our model. Accordingly, formula supplementation with arginine reduced NEC in gavage-fed pups. However, the possibility remains that, in addition to increasing microvascular dynamics in the intestine, arginine supplementation might have had a positive effect on the overall nutrition of the pups. Further research is required to determine the nutritional value of formula feeding in mice, and the contribution of undernutrition in NEC development.

Our finding that insufficient oxygen supply by a deficient response of the immature intestinal microvasculature to feeding contributes to NEC opens new possibilities for early diagnosis. This notion is supported by recent studies showing that near-infrared spectroscopy (NIRS) can detect changes in tissue oxygenation after feeding in an NEC model in piglets (Zamora et al., 2015). In addition, NIRS can distinguish states of NEC complication in preterm infants (Schat et al., 2016).

In summary, our study indicates that limited microvascular dynamics in the premature intestine prevents meeting the increased oxygen demand after feeding. Parenteral feeding in premature infants can push oxygen consumption beyond its supply, resulting in intestinal hypoxia, leading to NEC. This is in agreement with recent trials showing that increasing oxygen saturation to 91-95% from 85-89% in premature infants improved the clinical outcome and decreased mortality (Boost-II Australia and United Kingdom Collaborative Groups et al., 2016). Our findings also suggest that modulating intestinal circulation by targeting ET-1 and NO pathways is a viable strategy to prevent and treat NEC, which continues to be a devastating disease.

## MATERIALS AND METHODS

### Mice

This study was approved by the Animal Care Committee (ACC) at the Hospital for Sick Children (N32238). All experiments were performed following standard operating procedures established by The Centre for Phenogenomics and approved by the institutional ACC. NEC was induced in C57BL/6 mice between P5 and P9 by hyperosmolar formula gavage feeding, oral LPS and exposure to systemic hypoxia, according to an established protocol (Zani et al., 2016). To minimize potential effects of undernutrition in our analysis, pups were fed 50 µl/g three times a day, at 07:00, 14:00 and 22:00. This volume is equivalent to that fed to human premature infants (150 ml/kg/day). The formula used was Esbilac Puppy Milk Replacer Powder (PetAg). To investigate the function of formula feeding on intestinal mucosal damage, we randomly assigned P5 mouse pups to four groups:

1. DF: control pups fed by the dam's breast milk.
2. DF+LPS: pups fed by the dam's breast milk and gavage fed with LPS. Pups were only transiently separated from the mother for sham gavage feeding three times a day without infusion of formula to minimize potential stress of maternal separation and gavage feeding on the intestine (Li et al., 2017).
3. Formula+LPS: pups separated from the mother and gavage fed with formula and LPS. The formula provides 187 kcal/kg/day.
4. Formula+LPS+hypoxia: pups separated from the mother and gavage fed with formula and LPS. Pups were exposed to hypoxia (5% O_2_) before each feeding.

To minimize potential confounding effects of maternal separation in our analysis, we focused on ileal tissue, which is not affected by maternal separation (Zani et al., 2016).

To test the role of arginine and L-NAME in experimental NEC, arginine (240 mg/kg/day, Sigma-Aldrich) or L-NAME (60 mg/kg/day, Sigma-Aldrich) was added to the formula prior to gavage feeding. At P9, 60 mg/kg pimonidazole (Hypoxyprobe, MA, USA) was injected intraperitoneally before the last feeding. Mice were euthanized 90 min after feeding.

For single gavage feeding, pups at P1, P5 and P9 were fasted for 8 h and then injected with pimonidazole and fed with PBS or hyperosmolar formula. *Rosa^mT/mG/+^;Tie2-Cre* mice, which express GFP in endothelial and hematopoietic progenitor cells and derivatives, were generated by crossing *Tie2-Cre* (Proctor et al., 2005) with *Rosa^mT/mG/+^* (Muzumdar et al., 2007) mice.

### Haematoxylin and Eosin staining and immunohistochemistry

Ileal tissues were harvested, formalin-fixed, paraffin-embedded and stained with Haematoxylin and Eosin or subjected to immunohistochemistry for pimonidazole (anti-pimonidazole antibody HP1-100; Hypoxyprobe; 1:100) and CPS-1 (anti-CPS-1 antibody; Abcam, Cambridge, USA; 1:250). Histologic sections were blindly assessed by two independent investigators (Y.K. and H.M.) following a published scoring system for NEC severity and pimonidazole levels (Chen et al., 2016c).

### qRT-PCR

Total RNA was purified using TRIzol Reagent (Invitrogen) and reverse transcribed using qScript cDNA synthesis kit (QuantaBio, Beverly, MA, USA). qRT-PCR was performed using a CFX96 Real-Time System (Bio-Rad). All samples were run in triplicate and gene expression was normalized to the housekeeping genes *RPLO*, *Pgk-1* and *TBP* (also known as *Ppbp*), according to previous publications (Egan et al., 2016; Wang et al., 2010). Primer sequences are listed in Table S1.

### Isolation of intestinal epithelial cells and western blotting

Intestinal epithelial cells were isolated as previously described (Zeineldin and Neufeld, 2012). Briefly, ileum samples were dissected from the mesentery and rinsed in cold PBS. The lumen was flushed with cold PBS and cut open longitudinally. Intestinal segments were incubated in 0.04% sodium hypochlorite on ice for 15 min, transferred to cold solution B (2.7 mM KCl, 150 mM NaCl, 1.2 mM KH_2_PO_4_, 680 mM Na_2_HPO_4_, 0.5 m MDTT and 2.5 mM EDTA) and incubated for 30 min with gentle agitation. Tissue was disaggregated gently by pipetting a few times, and the supernatant containing epithelial cells was collected and centrifuged at 1000 ***g*** for 10 min. Pellets were then lysed in tissue extraction buffer. Western blotting was conducted with 20 µg epithelial lysate. Blots were probed with anti-HIF-1α (SC53546, Santa Cruz Biotechnology; 1:50) and β-actin (4967, Cell Signaling Technology; 1:500) antibodies at 4°C for 72 h and 24 h, respectively (Fig. S2). Quantitative measurement of protein expression was performed using Image Studio Lite (LI-COR Biosciences).

### *In vivo* two-photon microscopy of intestinal microcirculation

A 1.9F feeding catheter was inserted into *Rosa^mT/mG/+^;Tie2-Cre* pups anesthetized with isoflurane (Fig. 3A). Pups were secured on a warm plate under a two-photon microscope. The terminal ileum (3-4 cm proximal to the cecum) was externalized by laparotomy and fixed loosely between a holder loop and a coverslip placed slightly above the abdominal wall. Submucosal haemodynamic was recorded every 10 min from 0 to 50 min after feeding. Vessel diameter was measured on at least six points, usually just above the bifurcation on arterioles, before and after feeding. Arterial blood flow velocity was measured using flow image correlation spectroscopy, as previously described (Sironi et al., 2014). Arterial blood flow was calculated using the following formula: π(diameter/2)^2^ × velocity. White blood cells are larger and move more slowly than the smaller platelets. These properties allowed identification and analysis of their movement in live microcirculation videos (Koike et al., 2018). After recording the time course of the haemodynamic response to feeding, small pieces of jejunum and ileum were resected and cut open for observation of the villus microvasculature under a two-photon microscope.

### Endothelial cell sorting and RNA-seq

P1 and P9 *Rosa^mT/mG/+^;Tie2-Cre* pups were fasted for 8 h and fed with PBS or hyperosmolar formula. The small intestine was harvested 90 min after feeding. After rinsing and flushing with cold PBS three times to remove blood, the lumen was opened longitudinally and cut into small segments. Intestinal cells were dissociated from tissue by incubating in TrypLE™ Express (Thermo Fisher Scientific) for 30 min at 37°C. Cells were then washed and sorted for GFP-positive and -negative cells in a flow cytometer (MoFlo XDP cell sorter). RNA was isolated using a TRIzol^®^ Plus RNA Purification Kit (Zymo Research), and RNA integrity was verified using an Agilent Bioanalyzer (Agilent Technologies). cDNA synthesis was performed with a SMART-Seq Ultra low-input RNA kit (Clontech Laboratories). A cDNA library was then prepared used a Nextera XT Library Preparation Kit (Illumina) and sequenced on an Illumina HiSeq 2500 platform. Sequencing reads were trimmed using Trimmomatic then mapped to the mouse genome (mm10) using STAR (Dobin et al., 2013). Mapped read counts were obtained using featureCounts (Liao et al., 2014). Differential expression analysis was performed using DESeq2 (Love et al., 2014). 

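The authors' deposited table of this comparison holds 4503 genes with an adjusted p under 0.01 and a change of over 2-fold, 2228 higher and 2275 lower at P9. With the unadjusted p, the authors' deposited table holds 5082 such genes. DESeq2's Wald test, run again on the deposited counts with its default settings, called 2191 genes higher and 2228 lower by the adjusted criterion. With DESeq2's prior on fold changes, a setting chosen after the data were seen, it called 4416 genes in all. Of the genes called by edgeR's quasi-likelihood test, 3135 were also past the criterion in the authors' deposited table, each in the same direction. On simulated counts with the real libraries' depths and gene-wise dispersions, with 200 of 16602 genes changed, 23.4% of DESeq2's calls at an adjusted p under 0.05, with no limit on the fold change, were unchanged genes, against 6.16% for edgeR. By the adjusted criterion of 0.01 and 2-fold, counted in the same simulation after that result was seen, these shares were 13.0% and 0.855%. With the dispersion of every gene set equal they were 6.19% for DESeq2 and 1.02% for edgeR at an adjusted p under 0.05, and 0.508% and 0% by the adjusted criterion. In the real data 5317 genes had an edgeR adjusted p under 0.05, many more than were changed in the simulation. The shares are therefore not estimates for the real comparison.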

Clustering of genes involved in arginine synthesis and the endothelin pathway was performed using Cluster 3.0 and visualized with Java Treeview. Enrichment of pathways in differentially expressed genes was determined using PANTHER (Mi et al., 2017).

### Breast milk

Surplus human breast milk from four healthy donors was collected at the Hospital for Sick Children's nutritional services (Toronto, ON, Canada) and stored and processed as described previously (Wu et al., 2019).

### Statistical analysis

Data were tested for normality of distribution (Kolmogorov–Smirnov test) and compared using parametric or nonparametric tests as appropriate. Statistical analysis was performed using two-tailed Student's *t*-test or one-way ANOVA with Bonferroni correction. Data are presented as mean±s.d. *P*<0.05 was considered significant.

## Supplementary Material

Supplementary information

# Supplementary material for: Formula feeding and immature gut microcirculation promote intestinal hypoxia, leading to necrotizing enterocolitis
**Source:** Dis Model Mech. 2019 Dec 9;12(12):dmm040998. doi: 10.1242/dmm.040998
**Supplement:** Supplementary information

**Table S1. Primer sequences for RT-PCR.**

| Gene           | Forward primer         | Reverse primer          |
|----------------|------------------------|-------------------------|
| ASL            | CCGGCATCTGTGGAATGTG    | GTTGCGACTTCGTCCTGTGT    |
| ASS1           | CTCCTGCATCCTCGTGTGG    | GCTCACATCCTCAATGAACACC  |
| CPS1           | ACATGGTGACCAAGATTCCTCG | TTCCTCAAAGGTGCGACCAAT   |
| EDN1           | TTTCCCGTGATCTTCTCTCTGC | CTGAGTTCGGCTCCCAAGAC    |
| EDNRA          | GCAGCCACATGGAAGACTTC   | CATTGAGCCATTGCTAGGCA    |
| EDNRB          | AAGCCACGCTGTCACTTCTC   | GAGGAACGCATCAGACTGGA    |
| GLUT-1         | AGAGAGACCAAAGCGTGGTG   | GCAGTTCGGCTATAACACTGG   |
| GFP            | ACTTCAAGATCCGCCACAAC   | GTGTCAGGTAGTGGTTGTCTG   |
| HIF-1 $\alpha$ | AAGTGGCAACTGATGAGCAA   | GGCGAGAACGAGAAGAAAAA    |
| IL-6           | CCAATTTCCAATGCTCTCCT   | ACCACAGTGAGGAATGTCCA    |
| NAGS           | CTCTAGCCAAGGCTTTGCAG   | GATCTTCTGACTGTTATTCCGCA |
| OCT            | AGGGTCACACTTCTGTGGTTC  | CAGAGAGCCATAGCATGTACTG  |
| PECAM-1        | GTACAGCCTCCAACAGAGC    | TGACCACTCCAATGACAACC    |
| PGK-1          | GATGAGGGTGGACTTCAACG   | AGGTGGCTCATAAGGACAAC    |
| RPLO           | GGCGACCTGGAAGTCCAAC    | CCATCAGCACCACAGCCTTC    |
| TBP            | CAAACCCAGAATTGTTCTCCTT | ATGTGGTCTTCCTGAATCCCT   |

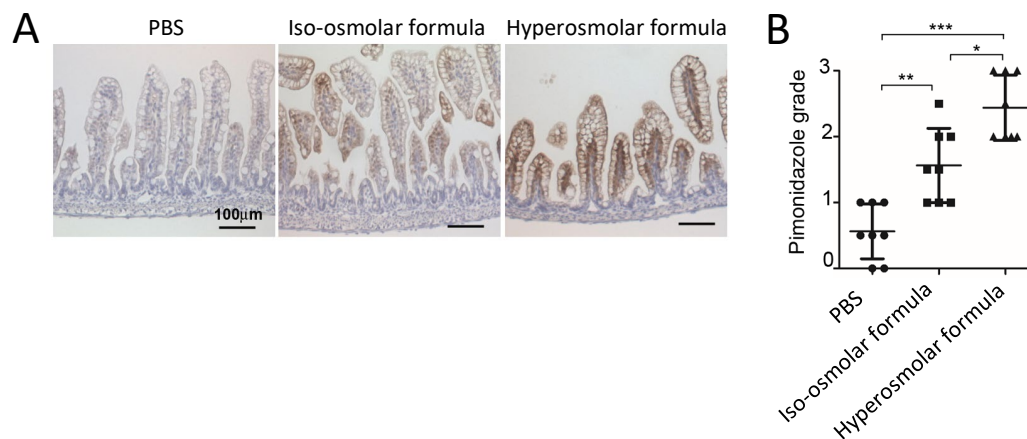

**Fig. S1. Iso-osmotic milk induced intestinal hypoxia is less severe than that of hyperosmolar milk.** (A) Pimonidazole staining ( left ) and, (B) Pimonidazole grade of ileal tissue from P5 pups fed with PBS, iso-osmolar formula (1:1 dilution of hyperosmolar formula) and hyperosmolar formula (n=8 per group). Scale bar =100µM. Error bars represent the mean ± s.e.m. \* $P<0.05$ , \*\* $P<0.01$ , \*\*\* $P<0.001$ .

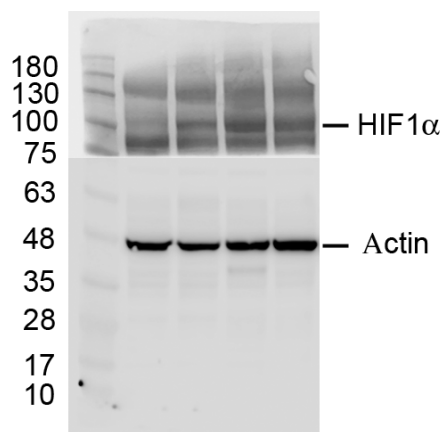

**Fig. S2. Uncut membrane of western blot**

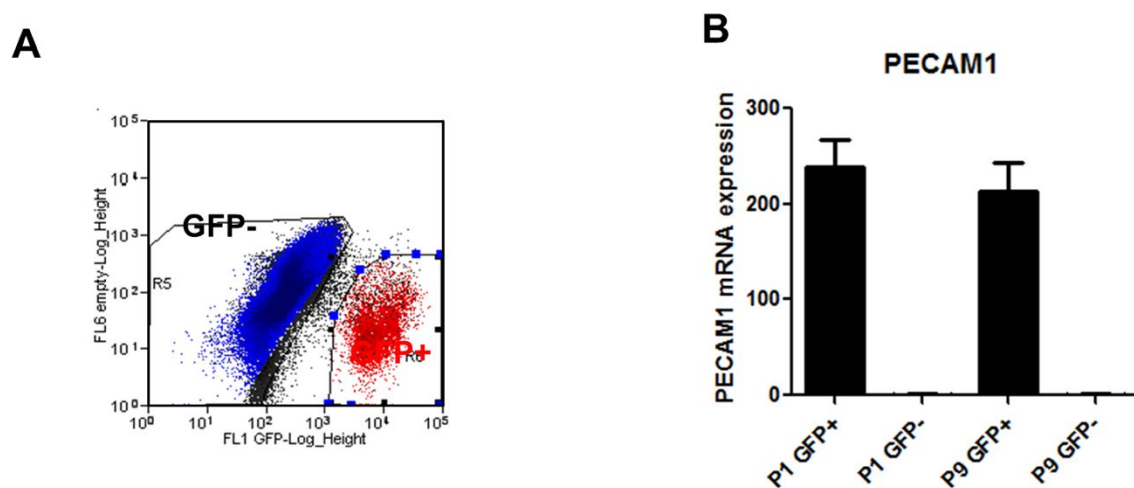

**Fig. S3. Isolation of intestinal endothelial cells for RNAseq.** (A) representative FACS plot for GFP+ (red) and GFP- (Blue) intestinal endothelial cells from *Rosa<sup>mT/mG/+</sup>;Tie2-Cre* pups. (B) qRT-PCR showing enrichment of the endothelial marker *PECAM-1* in GFP+ cells.

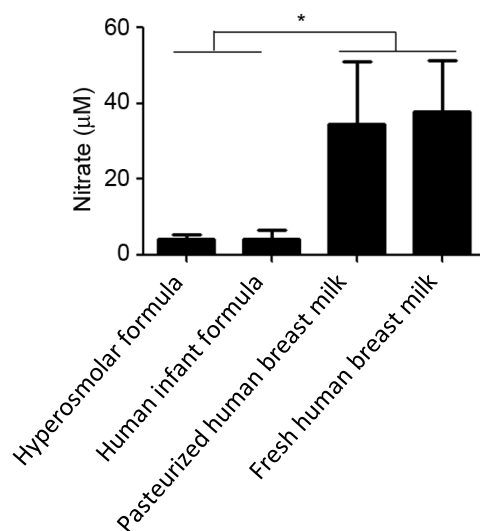

**Fig. S4. Nitrate concentration in formula and human breast milk.** Nitrate was measured in triplicate on deproteinized puppy formula, infant formula (Similac, Abbott Nutrition, OH), pasteurized donor breast milk and fresh breast milk. (\* P<0.05)

## Supplementary movies

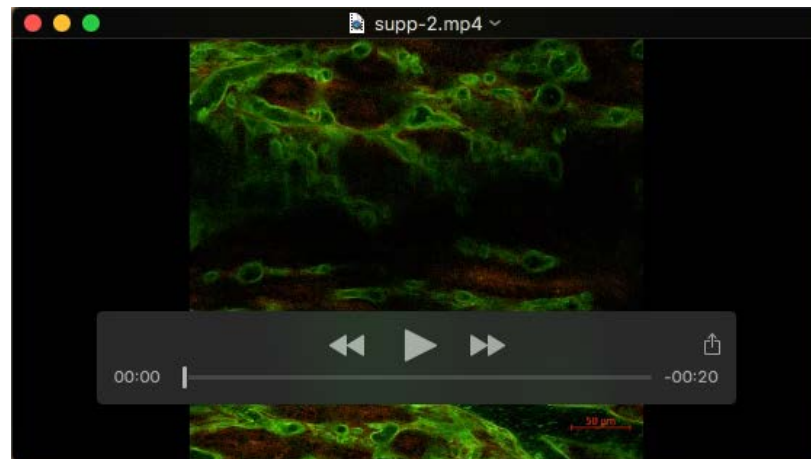

### Movie 1

Two-photon microscopy showing intestinal submucosal microcirculation in P1 before feeding.

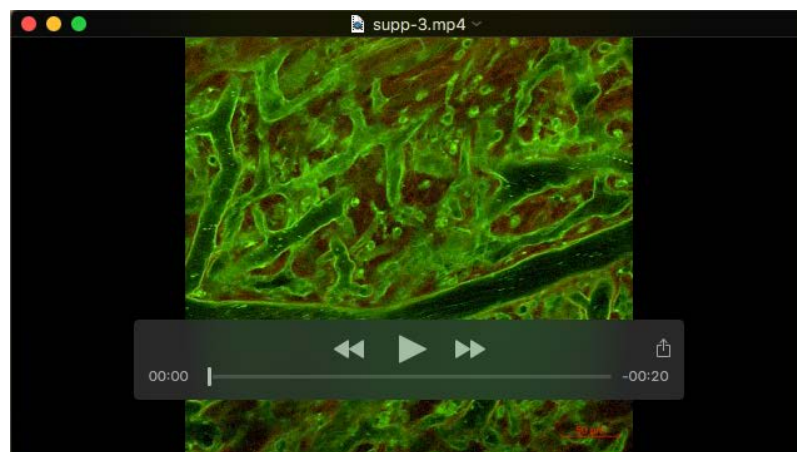

### Movie 2

Two-photon microscopy showing intestinal submucosal microcirculation in P5 before feeding.

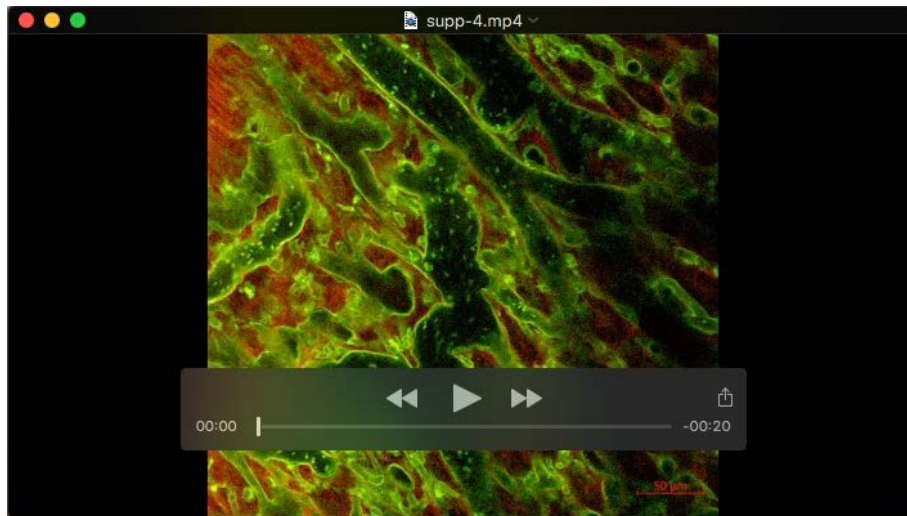

### Movie 3

Two-photon microscopy showing intestinal submucosal microcirculation in P9 before feeding.

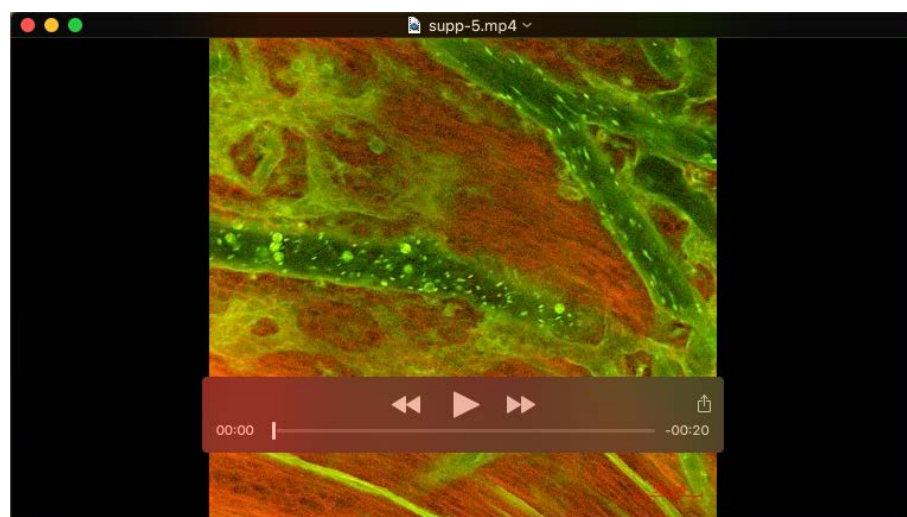

### Movie 4

Two-photon microscopy showing intestinal submucosal microcirculation in P1 after feeding.

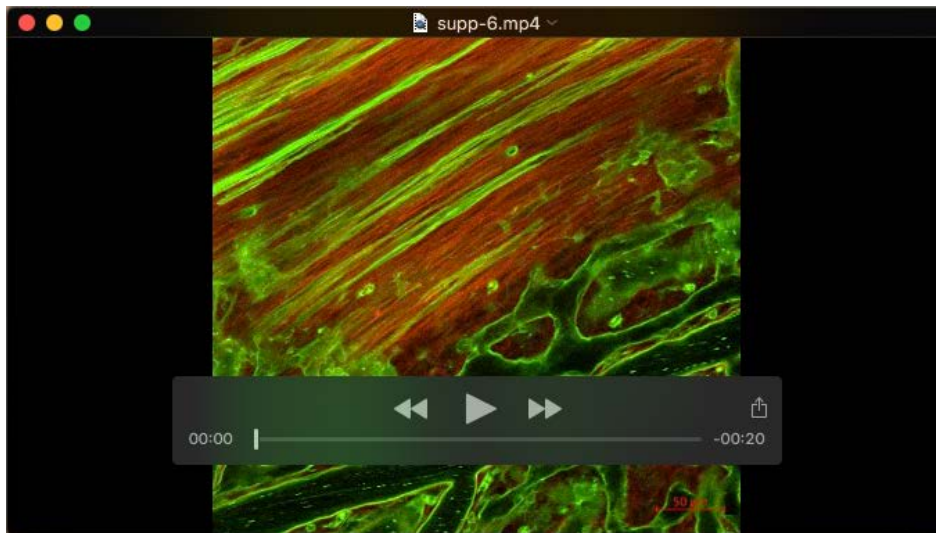

### Movie 5

Two-photon microscopy showing intestinal submucosal microcirculation in P5 after feeding.

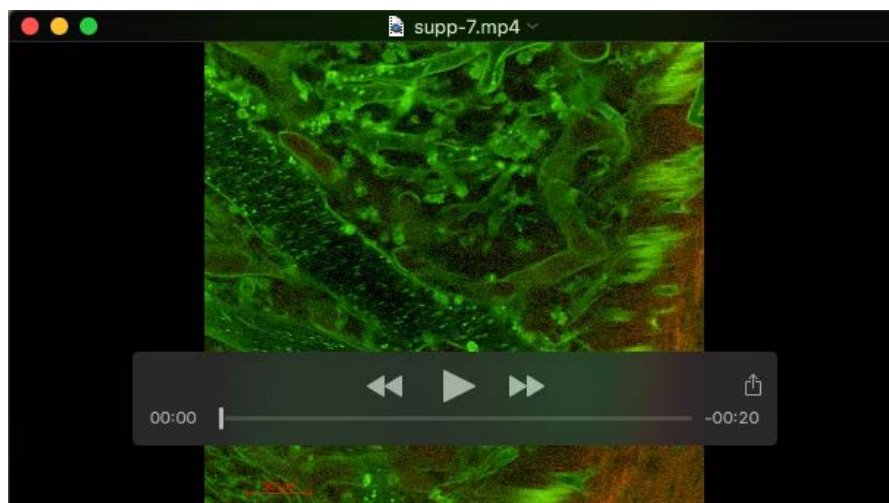

### Movie 6

Two-photon microscopy showing intestinal submucosal microcirculation in P9 after feeding.

How the deposited data were processed for this re-analysis (not part of the article)

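The data are RNA-seq libraries of GFP-positive cells sorted from the small intestine of P1 (n = 4) and P9 (n = 5) pups. The authors trimmed the reads with Trimmomatic, mapped them to mm10 with STAR and counted reads per gene with featureCounts, and the deposited counts are whole numbers without normalization. The paper's text does not name the tool versions, the annotation release or whether strand was used, so reads of overlapping, antisense or near-identical genes could have been shared between them. A second deposited table holds the authors' DESeq2 comparison, with log2 fold changes and their standard errors, a Wald statistic as a score, p-values and adjusted p-values, and counts divided by a size factor per library, which the authors give as a normalized signal. In that table 27 gene symbols had been turned into dates. Libraries were assigned to an age from the sample labels and Fig. 4A, and their feeding is not known.

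Library totals ranged from 15010976 to 45054489 counts. The 10 most abundant genes took between 4.00% and 6.21% of the counts of a library. With 4 libraries against 5, the smallest p-value of a two-sided exact permutation test is 0.00794.

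The main test was edgeR 4.0.16 (quasi-likelihood, TMM, filterByExpr with a minimum count of 10 and a minimum total of 15) in R 4.3.3, with Benjamini-Hochberg adjustment over 16602 genes. Genes were counted at p under 0.01 and over 2-fold, both unadjusted and adjusted, since the paper's text does not say which p was used. The authors' deposited table gives the paper's count of 4503 with the adjusted p. Gene sets were tested with camera from limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, with fry and an estimated correlation as alternatives. DESeq2 1.42.0 and limma voom with quality weights were alternatives to edgeR. The other alternatives were DESeq2's size factors, upper-quartile scaling, robust dispersions, no filter, at least 10 counts in every library, counts thinned to the smallest library, each library left out in turn and the replicate letter as a block. For the separation of the ages they also covered another distance, variance-stabilised counts and a prior count of 0.5. These alternatives, the gene lists, the main tests and the rule for naming genes were set before the data were examined. Chosen after seeing the data were DESeq2's prior on fold changes, the depth class as a term, deep or shallow libraries alone, and replicates A with B and C with D summed.

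By that rule the genes that could be named are those on the lists, which hold each gene the paper names for these data, and, among genes past the adjusted criterion whose P1 and P9 libraries do not overlap, the 3 with the smallest p higher at P9 and the 3 with the smallest p lower at P9. Most genes on the lists are given only through the values of their list. The alternatives were computed gene by gene for those 6 genes and for 28 of the list genes, and the 28 were picked after the data were seen to keep that table short. A named gene counted as past the threshold at an adjusted p under 0.05. The lists were arginine biosynthesis, endothelin, other genes of the paper, arginine-related, endothelin converting enzymes, and the endothelial, epithelial, enterocyte, goblet, pan-leukocyte, myeloid, lymphoid, platelet, erythroid, mesenchymal, smooth muscle, enteric neural, acinar and proliferation markers, with sex-linked transcripts read per library. Coordinates come from GENCODE M21 on GRCm38, in which 91.6% of the gene symbols in the files had a gene.

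The procedures were tested on simulated counts drawn from the real means and library sizes, with 200 of 16602 genes changed by a log2 value of 2. With gene-wise dispersions estimated from these libraries, edgeR called 68.5% of the changed genes at an adjusted p under 0.05 with 6.16% of its calls false, and limma voom called 67.5% with 2.88% false. DESeq2 called 83.5%, with 23.4% of its calls false, and so failed the limit first set for every tool in this test. The limit was changed after that result was seen. It was kept for edgeR and limma voom, and DESeq2 was held to it only with the dispersion of every gene set equal, where 6.19% of its calls were false (1.02% for edgeR and 2.01% for limma voom). In the simulation with gene-wise dispersions a set of 10 raised genes had a camera p of 9.51e-24 and a set of 10 unchanged genes a p of 0.156, among 16243 genes tested.

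The PANTHER enrichment was not run, and the qRT-PCR and imaging experiments were not analysed here.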

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

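The marker lists were set in advance, and the tests of explanations in this part were chosen after the results were seen.

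P9 replicate E stood apart from the other 4 P9 libraries. Its list mean was 5.23 log2 CPM for the epithelial markers (7.37 to 7.57 in the others), 7.87 for the enterocyte markers (9.45 to 9.68) and 2.45 for the goblet markers (5.95 to 6.69). It was -1.36 for the enteric neural markers (0.95 to 1.74 in the others), -2.16 for the acinar markers (3.27 to 4.52) and 4.29 for the 5 arginine biosynthesis genes (6.18 to 6.71). Only some single genes were tested for standing apart. Of those, Cps1 did so in this library at 6.76 log2 CPM (9.89 to 10.46 in the others). Otc at 2.87 (5.78 to 6.28) and Ednrb at 3.96 (4.94 to 5.27) did so too. Some genes that were not tested for it also lay lower in this library, such as Apoa4 at 11.36 (13.30 to 13.51) and Aldh18a1 at 7.14 (8.67 to 8.73). Among P1 libraries, the erythroid list of replicate C lay at 4.43 log2 CPM, against 3.77 to 3.88 in the others, for which no explanation was tested. Among the 56 groups tested, 10 values stood apart, where chance gives 2.8. Of the 10, 9 belong to P9 replicate E, and they are not independent, since the measures share genes and cell types.

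The tables argue against a lower depth of P9 replicate E, whose total of 19462323 counts was above those of P9 replicates A and C. After all libraries were thinned to the smallest, its epithelial list still lay 2.12 log2 units below the lowest other P9 library. They also argue against a P1 library labelled P9, since its mean distance to the P1 libraries was 1.38 times that to the other P9 libraries. Its lymphoid list mean of 8.36 lay above every P1 library and its smooth muscle list mean of 4.75 below every P1 library. A candidate explanation is less epithelial RNA in this library. The epithelial, enterocyte and goblet lists all lay below every other P9 library, by at least 1.58 log2 units. Those are the values that raised the explanation, so they do not test it. Whether it covers the low enteric neural list and Ednrb was not tested either. The feeding, litter and preparation of this library are not known, so a biological difference between pups stays open and untested.

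Of the 14 marker lists, 10 differed between P1 and P9 in camera with a preset correlation, in genes most of which the paper does not discuss. Medians were higher at P9 for the epithelial (4.09), enterocyte (3.92), goblet (4.10), lymphoid (3.12) and pan-leukocyte (0.62) lists, and lower for the endothelial (-3.38), mesenchymal (-3.18), smooth muscle (-5.35), myeloid (-1.36) and proliferation (-0.86) lists. With fry 10 lists passed, with platelet in place of proliferation, and with the correlation estimated from the data 0 of 14 passed. In exact permutation tests on list means, adjusted over the 14 lists, the goblet list did not pass (p = 0.0778), and the others of these lists had p-values from 0.0185 to 0.0494. The pan-leukocyte list kept its call in 10 of 18 alternatives set in advance and the proliferation list in 13 of 18. Without P1 replicate A the pan-leukocyte median was 0.39. Among these lists no gene is on more than 1, and Pecam1 and Tek of the endothelial list are also named by the paper. Every marker tested had at least 1 count in a P1 library.

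Of the 100 splits drawn, 1, the real one, gave as many lists, and the most in another split was 9. A smaller endothelial share alone is argued against, because lists of other cell types moved apart, the smooth muscle list by -5.35 and the epithelial list by 4.09. What stays open is a change in which cells were sorted or contributed RNA, including a different mix of blood cells, and a change of expression with age within cells, which was not tested.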

How the results depend on the processing

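The splits of the libraries for the adjusted count were set in advance, and those for the other results, and the use of thinning as a test of depth, were chosen after the results were seen.

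Both pathway sets kept their direction, and the ages separated at the first split of the clustering, in every alternative run. The separation ratio ranged from 1.65 to 3.89, with exact permutation p-values from 0.00794 to 0.0286. The adjusted count, 3165 genes, ranged from 2119 to 4419 over the alternatives set in advance and from 2475 to 3628 across the 9 fits that each left out 1 library. The unadjusted count, 3959, ranged from 3490 to 4353 across those fits. With at least 10 counts in every library it was 2590 (1243 higher and 1347 lower), where 13286 in place of 16602 genes were tested and genes with low counts at only one age, such as Il10 and Mcpt9, were removed. Of the 3165 genes, 3155 were among the 4419 called by DESeq2's Wald test and 3088 among the 4191 called by limma voom. On simulated counts with gene-wise dispersions and 200 of 16602 genes changed, 23.4% of the calls of DESeq2's test at an adjusted p under 0.05 with no limit on the fold change were false, over a limit that was changed after this result was seen. By the adjusted criterion of 0.01 and 2-fold, 13.0% were false. These shares are not estimates for the real comparison, where many more genes passed.

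The rank of Cps1 among genes higher at P9, 784, was 495 with DESeq2's Wald test, 277 with limma voom and 248 with the replicate block. It ranged from 408 to 956 across the fits that left out 1 library, with 408 without P9 replicate E. Chosen after the data were seen, DESeq2's prior gave 506, the deep libraries alone 450, and replicates A with B and C with D summed 1232. The cause was not tested.

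The set tests, made on genes that the paper names for their change in these data, depend on the correlation between genes. With it estimated from the data, the arginine set (median log2 fold change 3.71) and the endothelin set (-2.50) both had an adjusted p of 0.258, and 0 of 14 marker lists passed, against 10, while 2 had an unadjusted p under 0.05. Leaving out 1 library gave 9 or 10 lists. Over the alternatives set in advance the adjusted p ranged from 0.000328 to 0.258 for the arginine set and from 0.00197 to 0.258 for the endothelin set. With at least 10 counts in every library the endothelin set no longer passed (median -2.41, adjusted p = 0.187 from limma's camera), where 3 of its 5 genes were left. That filter removed Edn3 and Ednra, the genes of the set that fell most, because of their low counts at P9 (lowest 0 and 3), so this value is not evidence on the whole set. For the arginine set, 9 of 100 splits of the libraries, the real one included, gave a camera p as small, and for the endothelin set 6 of 100, so other groupings of the libraries also reached p-values as small. For both gene counts, 1 of 100 splits, the real one, gave as many genes, and the most among the others was 1504 unadjusted and 0 adjusted.

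Pecam1 did not differ between the ages (log2 fold change 1.58e-05) and its sign was negative with limma voom (-0.13), with no filter (-0.0055), with counts thinned (-0.0061) and with replicates summed (-0.091), and it ranged from -0.17 to 0.13 when 1 library was left out. The platelet list (-0.82, members in both directions) was -3.35 with counts thinned, where 3 of its genes were left, 0.11 with at least 10 counts in every library (2 genes left) and 1.11 in the deep libraries alone. It ranged from -0.85 to 0.44 when 1 library was left out, with 0.44 without P1 replicate C. That fit and the one of the deep libraries alone tested 5 genes of the list, against 4 in the main fit. These medians are therefore not over the same genes, and no other cause was tested. Asl passed 0.05 with limma voom (adjusted p = 0.0111), and in edgeR without P9 replicate E (0.0112) and with the replicate block (0.0255), within a range of 0.0111 to 0.169. Over all named genes and marker lists, the alternatives set in advance gave 802 values with the same call, 40 weaker, 7 stronger and 8 reversed. With at least 10 counts in every library Edn3, Ednra, Il10, Mcpt9 and Nags gave no value. Csf1r kept its call in 10, Slc2a1 in 12 and Il6 in 13 of 18.

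Deviations of same-letter libraries from the mean of their age correlated at 0.26, 0.22, -0.086 and 0.054 for A to D. These values were not compared with those of libraries with different letters. They therefore do not decide whether the letters pair the samples. With the letter as a replicate block, 3010 genes passed the adjusted criterion, of which 2628 were shared.

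The comparisons within a depth class and with replicates summed were chosen after the data were seen, and why they gave fewer genes was not tested. By the adjusted criterion, the deep libraries alone gave 727 genes (493 higher, 234 lower) and the shallow alone 14 (7 higher, 7 lower). By the unadjusted criterion the shallow alone gave 2021 (969 higher, 1052 lower). With replicates A with B and C with D summed, 46 genes passed the adjusted criterion (14 higher, 32 lower) and 2572 the unadjusted one (1161 higher). With all libraries thinned to the smallest, 3111 genes passed the adjusted criterion, 3024 of them shared, which argues against unequal depth as the source of the count.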

Differences from the paper's values

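In the main test here (edgeR's quasi-likelihood test with filterByExpr and no other term than age), the counts of differentially expressed genes and of detected transcripts lay within 1.5 times the paper's. The paper's 4503 genes stand against 3165 here by the adjusted criterion. The authors' deposited table gives 4503 genes with the adjusted p and 5082 with the unadjusted p, so the adjusted count is the like comparison. By the unadjusted criterion 3959 genes passed here. DESeq2's Wald test, an alternative set before the data were examined, gave 4419 by the adjusted criterion. By the adjusted criterion the count was more than 1.5 times below the paper's with at least 10 counts in every library (2119) and in 7 of the 9 fits that each left out 1 library, which gave from 2475 to 3628 genes. By the unadjusted criterion, among the alternatives set in advance, this held only with at least 10 counts in every library (2590). Among the settings chosen after the data were seen, the adjusted count was also more than 1.5 times below the paper's with the depth class as a term (2874), in the deep (727) or shallow (14) libraries alone and with replicates summed (46), and the unadjusted count in the shallow libraries alone (2021) and with replicates summed (2572). With DESeq2's prior on fold changes, also chosen after the data were seen, the adjusted count was 4416. The numbers of higher and of lower genes by the adjusted criterion were within that factor in most of the other alternatives set in advance, and in few of the fits that left out 1 library.

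The paper states that Cps1 was the most significantly upregulated gene at P9. That statement follows the qRT-PCR results, so it could refer to the arginine genes measured there, which were not analysed here. In the RNA-seq data Cps1 ranked 784 by p-value among genes higher at P9, and between 248 and 1232 over all alternatives run. In the authors' deposited table it ranked 518.

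The paper names Asl among the upregulated arginine biosynthesis genes, in a sentence that names more genes than it counts, so whether Asl is one of those counted is unclear. Of the 5 genes named, 4 passed an edgeR adjusted p of 0.05 here, as many as the paper counts. For Asl the log2 fold change was 0.41, with an adjusted p of 0.0804 from edgeR's quasi-likelihood test, and the adjusted p in the authors' deposited table is 0.0596. It passed 0.05 when adjusted over the list alone, and over all genes with limma voom (0.0111), without P9 replicate E (0.0112) and with the replicate block (0.0255), 3 alternatives set before the data were examined, among which and the others the adjusted p ranged up to 0.169.

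The legend of Fig. 4C describes the endothelin signalling genes as downregulated at P9. Here Edn2 was higher at P9, with a log2 fold change of 1.69 and an edgeR adjusted p of 0.0109, and its log2 fold change in the authors' deposited table is 1.68.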

Other observations

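The tests of epithelial RNA, of mesenchymal and enteric neural RNA jointly, and of blood cells were set in advance, and the other tests in this part were chosen after the results were seen. Each explanation below is a hypothesis. Changes of genes relative to marker lists were measured 12 times, and after Benjamini-Hochberg adjustment over these none passed 0.05, the lowest exact permutation p being 0.0952, where the smallest p that a single test can give would not pass such an adjustment alone.

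Cps1, Otc and Ass1 rose at P9 together with markers of intestinal epithelium. The 15 pan-epithelial markers had a median log2 fold change of 4.09, and the mean of the 3 genes relative to that list changed by 0.06 (exact permutation test, two-sided p = 0.770). Taken singly, Cps1 changed by 0.43 relative to the list (p = 0.270 from the same exact test), Otc by 0.58 (p = 0.262) and Ass1 by -0.83 (p = 0.0159), so by the unadjusted p Ass1 rose less than the list (adjusted exact permutation p = 0.0952). The enterocyte transcript Apoa4 rose from 254 to 9117 CPM, against 958 CPM of Cps1 at P9. More epithelial RNA in the P9 libraries is a candidate explanation. Higher expression within endothelial cells cannot be told apart from it for these 3 genes, because bulk libraries do not separate cells, and the endothelial list itself had a median of -3.38. A change of expression with age within epithelial cells stays open and untested.

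Edn1 had a log2 fold change of -2.45, and relative to the endothelial list, which fell more, it changed by 0.63 (exact permutation test, two-sided p = 0.198). Less endothelial RNA in the P9 libraries is a candidate explanation for its fall. Ednra and Ednrb changed by -0.68 (p = 0.508) and 0.16 (p = 0.730) relative to the mesenchymal list in the same exact test, and that list had a median of -3.18, so more mesenchymal RNA at P1 is a candidate explanation for both. Edn3 was set apart from these genes after its relative change was seen. It changed by a further -3.66 relative to the mesenchymal list (exact permutation p = 0.00794, the smallest the test can give, and 0.0952 adjusted), with no overlap between the ages, which argues against mesenchymal RNA as its whole source. Relative to the smooth muscle list Edn3 changed by -0.84 (exact permutation p = 0.476). More smooth muscle RNA at P1, where Acta2 was 1507 CPM against 36.0 CPM at P9, is therefore not excluded as a source of the fall of Edn3. Among P1 libraries, however, Edn3 did not follow that list. Edn3 was 28.8 and 31.8 CPM in replicates A and B, and 14.0 and 12.3 CPM in C and D. The smooth muscle list was lower in A and B, at 8.67 and 8.72 log2 CPM, than in C and D, at 9.07 and 9.05. Ednra changed by 2.15 relative to the smooth muscle list (exact permutation p = 0.135, and 0.405 adjusted). Mesenchymal and enteric neural RNA jointly cannot be told apart from other explanations of the fall of Edn3, Ednra and Ednrb. The reason is that the 5 enteric neural markers tested go in both directions, all but Ret at low counts. Ret was higher at P9, with a log2 fold change of 1.37. The list median was 0.67, and 0.09 without P1 replicate C, where 7 genes were tested. Regulation with age within cells stays open and untested for all 4 genes.

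The 3165 genes past the adjusted criterion may include a difference in blood cells, since the lymphoid list rose by a median of 3.12 while the endothelial list had a median of -3.38 and the myeloid list one of -1.36. Cd79a rose from 5.29 to 151 CPM. Csf1r went from 2954 to 1522 CPM, with an edgeR adjusted p of 0.0445 that was not under 0.05 in 8 of the 18 alternatives set in advance, within a range of 0.0268 to 0.120. Which genes such a difference accounts for was not tested.

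Among P1 libraries, replicates A and B and replicates C and D were closer than the other pairs, with SDs of the log2 ratio over 14061 genes of 0.457 and 0.632, against 0.805 to 1.12. At P9 replicates A and B were also the closest pair (0.417), and A with B and C with D had similar list means, for example 3.30 and 3.41 against 5.51 and 5.59 log2 CPM for the erythroid list. Over all genes, however, P9 replicates B and D (0.511) were closer than C and D (0.538), so the tests were restricted to P1 after the values were seen, and a like grouping at P9 stays open. A shared depth class is argued against, since replicates A and C, both shallow, differed by an SD of 1.12. Whether replicates A and B (0.457) shared a litter, feeding or preparation day cannot be told apart from other reasons for their closeness, because no such label is given.

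Every library held Xist, with 2968 to 7046 counts, and counts of 4 Y-linked genes summed to between 0 and 34 per library. Of 14 other genes of the paper, 12 were lower at P9 and 7 passed an edgeR adjusted p of 0.05. These were Nos3, Il10, Tek, Egln3, Tlr4, Il6 and Slc2a1, with log2 fold changes of -2.26, -4.24, -3.47, -1.88, -1.70, -0.89 and -0.56. The remaining lists had medians of 0.51 (arginine-related), -0.87 (endothelin converting enzymes), -0.48 (other genes of the paper), 2.57 (acinar), -0.82 (platelet) and 0.89 (erythroid, 0.52 without P9 replicate D). The acinar list did not pass 0.05 in the main set test (limma adjusted p = 0.130) and kept that call in 14 of 17 alternatives set in advance. It passed with limma voom (median 4.84, adjusted p = 0.0445), without P9 replicate E (0.0210) and with the replicate block (0.0296). Apart from the change of Nos3 relative to the endothelial list (0.87), no explanation was tested for the values in this paragraph.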
